# Transgenic Expression of Nrf2 Induces a Pro-Reductive Stress and Adaptive Cardiac Remodeling in the Mouse

**DOI:** 10.3390/genes13091514

**Published:** 2022-08-24

**Authors:** Arun Jyothidasan, Sini Sunny, Saravanakumar Murugesan, Justin M. Quiles, Anil Kumar Challa, Brian Dalley, Senthil Kumar Cinghu, Vivek Nanda, Namakkal-Soorappan Rajasekaran

**Keywords:** Nrf2 transgene, constitutively active Nrf2, RNAseq, echocardiography, reductive stress

## Abstract

Nuclear factor, erythroid 2 like 2 (Nfe2l2 or Nrf2), is a transcription factor that protects cells by maintaining a homeostatic redox state during stress. The constitutive expression of Nrf2 (CaNrf2-TG) was previously shown to be pathological to the heart over time. We tested a hypothesis that the cardiac-specific expression of full length Nrf2 (mNrf2-TG) would moderately increase the basal antioxidant defense, triggering a pro-reductive environment leading to adaptive cardiac remodeling. Transgenic and non-transgenic (NTG) mice at 7–8 months of age were used to analyze the myocardial transcriptome, structure, and function. Next generation sequencing (NGS) for RNA profiling and qPCR-based validation of the NGS data, myocardial redox levels, and imaging (echocardiography) were performed. Transcriptomic analysis revealed that out of 14,665 identified mRNAs, 680 were differently expressed (DEG) in TG hearts. Of 680 DEGs, 429 were upregulated and 251 were downregulated significantly (FC > 2.0, *p* < 0.05). Gene set enrichment analysis revealed that the top altered pathways were (a) Nrf2 signaling, (b) glutathione metabolism and (c) ROS scavenging. A comparative analysis of the glutathione redox state in the hearts demonstrated significant differences between pro-reductive vs. hyper-reductive conditions (233 ± 36.7 and 380 ± 68.7 vs. 139 ± 8.6 µM/mg protein in mNrf2-TG and CaNrf2-TG vs. NTG). Genes involved in fetal development, hypertrophy, cytoskeletal rearrangement, histone deacetylases (HDACs), and GATA transcription factors were moderately increased in mNrf2-TG compared to CaNrf2-TG. Non-invasive echocardiography analysis revealed an increase in systolic function (ejection fraction) in mNrf2-TG, suggesting an adaptation, as opposed to pathological remodeling in CaNrf2-TG mice experiencing a hyper-reductive stress, leading to reduced survival (40% at 60 weeks). The effects of excess Nrf2-driven antioxidant transcriptome revealed a pro-reductive condition in the myocardium leading to an adaptive cardiac remodeling. While pre-conditioning the myocardial redox with excess antioxidants (i.e., pro-reductive state) could be beneficial against oxidative stress, a chronic pro-reductive environment in the myocardium might transition the adaptation to pathological remodeling.

## 1. Introduction

Nrf2 (Nfe2l2) is a transcription factor that primarily responds to oxidative damage by enhancing the transcription of antioxidant genes [1]. Nrf2 also regulates other genes involved in inflammation [2], autophagy [3] and proteostasis [4], demonstrating its pleiotropic role. Under basal conditions, Nrf2 binds to its repressor, Keap1 and is constantly degraded in the cytoplasm [5]. In response to stress (i.e., oxidants, toxic insults, electrophiles), the sensitive cysteine residues in Keap1 undergo conformational changes resulting in the dissociation of Nrf2, which then translocates into the nucleus and binds to the antioxidant response element (ARE) of target genes [1,5]. These genes encode for phase II xenobiotic-metabolizing enzymes, antioxidant proteins, non-enzymatic antioxidants (e.g., glutathione), DNA repairing enzymes [6,7,8], anti-inflammatory proteins [9], and molecular chaperones [10], and have AREs in their promoters.

Despite the cytoprotective role, the genetic deletion of Nrf2 has little or no impact on the survival of Nrf2 knockout (Nrf2^–/–^) mice under unstressed conditions [11,12,13]. However, in the case of Nrf2 deletion accompanied with physiological stress (exercise), we and others reported that the surge in ROS increases susceptibility of the myocardium to oxidative stress and cardiac dysfunction ultimately impacting survival [14,15,16,17,18]. In contrast, sustained activation of Nrf2 and the transactivation of ARE-containing genes in the absence of stress could be detrimental as it causes reductive stress in the myocardium [19]. While constitutively active Nrf2 (CaNrf2) was shown to be detrimental through excessive transcription of ARE-genes and inducing RS, here, we investigated whether enhancing the Nrf2 expression could increase basal antioxidant defense without triggering pathology in the heart. Therefore, in contrast to unrestricted Nrf2 signaling during CaNr2-mediated reductive stress, we hypothesize that the transgenic overexpression of full-length Nrf2 promotes an appropriate level of antioxidant induction to promote the basal defense mechanisms in the heart. Indeed, next generation sequencing (NGS) analysis revealed that over 680 genes are differentially regulated and the majority of them are found to be involved in ROS metabolism, glutathione conjugation and Nrf2 signaling. There was a mild increase in the hypertrophic gene expression and echocardiography analysis indicating a slightly increased systolic function in the TG mice. These observations support that the readily available antioxidant abundance may render protection against toxic insults including oxidative stress.

## 2. Methods

### 2.1. Transgenic mNrf2-TG (Full-Length Nrf2) Mouse and Genotyping

Transgenic mice with cardiac-specific expression of Nrf2 (mNrf2-TG) in C57/Bl6J background and non-transgenic litter mates at 6–7 months of age were used in this study [20]. Mice were housed under controlled temperature and humidity, a 12 h light/dark cycle, and fed with a standard rodent diet and water ad libitum. The Institutional Animal Care and Use Committee (IACUC) at the University of Alabama at Birmingham and the University of Utah, Salt Lake City, Utah approved all animal experiments, in accordance with the standards established by the US Animal Welfare Act. Tails were clipped (~1 mm) and genomic DNA from mNrf2-TG and controls were isolated using Hot Shot lysis method. Custom-designed mNrf2-TG primer pair sequences were used for Genotype validation (Table S4A). PCR was performed in Bio-Rad Thermal cycler T100 using MyTaq Red Mix polymerase (BIO-25043) and on 1.5% agarose gel electrophoresis.

### 2.2. Next Generation RNA Sequencing

Purity of the isolated total RNA was confirmed using bio-analyzer and intact poly(A) transcripts were generated from total RNA, oligo(dT) magnetic beads and mRNA sequencing libraries using the TruSeq Stranded mRNA Library Preparation Kit (Illumina, San Diego, CA, USA, RS-122-2101, RS-122-2102). Purified libraries were qualified using a D1000 ScreenTape assay (Agilent, 5067-5582/3) with the 2200 TapeStation Instrument (Agilent Technologies, Santa Clara, CA, USA). cBot and TruSeq SR Cluster Kit (Illumina, Cat. GD-401-3001) were used to apply 18 pM of the sequencing library to a TruSeq v3 flowcell (Illumina) and for clonal amplification, respectively. Finally, the flow cell was transferred to the HiSeq. 2000 instrument and run on a 50-cycle single read sequence with TruSeq SBS Kit v3-HS reagents (Illumina, Cat. FC-401-3002). Novoindex (2.8) was used to create a reference index on a combination of the hg19 chromosome and splice junction sequences (USeq; v8.6.4, Huntsman Cancer Institute, Utah Bioinformatics Shared Resource Center) to make transcriptomes using Ensembl transcript annotations (build 67). Reads were aligned to the transcriptome reference index as described above using Novoalign (v2.08.01), allowing up to 50 alignments for each read. Useq’s SamTranscriptomeParser application was used to select the best alignment for each read and convert the coordinates of reads aligning to splices back to genomic space.

### 2.3. RNA Isolation, RT-qPCR, and Western Blotting

Approximately 15 mg of flash frozen cardiac tissue was thawed from mNrf2-TG and controls, then tissue was mechanically homogenized with 50 μL 2-Mercaptoethanol. Total RNA was isolated using RNeasy mini kit (Qiagen Inc., Valencia, CA, USA, Cat#74106), its quantity/quality were assessed by NanoDrop OneC Spectrophotometer (Thermo Fisher Scientific, Wilmington, DE, USA). The cDNA was synthesized from 1.25 μg of total RNA using QuantiTect reverse transcription kit (Qiagen, cat. no 205313). Quantitative RT-qPCR was performed using 25–50 ng cDNA of each sample and 1.0 pmol of respective primers in a 10 μL SYBR green reaction mix (Qiagen, 204056) and amplified in a Roche Light Cycler 480 (Roche, Basel, Switzerland). Relative expression was quantified using Ct values, and mRNA expression (fold-change) was calculated by normalizing to the Ct of stable genes *Gapdh* or *Arbp1* according to the 2^−ΔΔCt^ method.

For Western blotting, heart tissues from NTG, and mNrf2-TG (*n* = 3) at 6 months of age were mechanically homogenized in cytosolic extraction buffer and centrifuged at 5000 rpm for 6 min. The protein extract from all samples were collected, normalized, and resolved on 10% SDS-PAGE. The gel was blotted on PVDF membrane and blocked with TBST buffer containing 5% non-fat dry milk. Primary antibodies (Table S4B) were incubated overnight at 4C. Secondary antibody was incubated for 1 h at room temperature using horseradish peroxidase IgG (Vector Laboratories, Burlingame, CA, USA). Membranes were finally treated with ECL (Pierce, Rockford, IL, USA) and imaged using Amersham Imager 600 (GE Healthcare Life Sciences, Chicago, IL, USA).

### 2.4. Pathway Analysis

The transcriptome was mapped to mm10 (GRCm38 genome assembly). Deseq2 (Ver 1.32.0) package was used for normalization, visualization, and differential analysis of high dimensional count data. Gene list was then filtered to remove transcripts with low expression (aggregate sum of count across rows > 1). The transcriptome was left with 14,665 unique transcripts including predicted genes. From this transcriptome, mRNA transcripts that had statistically significant changes between mNrf2-TG and control hearts were filtered using Deseq2 computed *p*-value (*p* < 0.05), which excluded 10,725 transcripts. All downstream analyses including PCA plots and heat maps were created in RStudio (Ver 1.4.1717). Gene set enrichment analysis (GSEA) was performed to determine whether the a priori defined set of genes showed statistically significant and concordant differences between transgenic and control samples. The datasets were loaded into GSEA and run with default parameters. All molecular interaction networks, biological pathways and integrating these networks with annotations, gene expression profiles was carried out in Cytoscape (Institute for Systems Biology, Seattle, WA, USA, Ver 3.8.2).

### 2.5. Statistics

Meta-analysis of the first two principal components PC1 and PC2 accounted for 56.85% and 15.78% of the total variation, respectively (Figure S1A,B). The third principal component PC3 was included to increase the percentage of explained variances to more than 80%. Log2FC was generated from deseq2 package. Relative increase or decrease in mNRf2-TG RNA expression with respect to control mice was expressed as Log2FC (Log2 Fold change), ranging from positive (upregulation) to negative (downregulation) values. Absolute fold change can be calculated using the following formulas: 2^Log2FC for positive values and (1/2)^Log2FC for negative values. Values for relative gene expression or cardiac functional parameters were expressed as mean ± SD for *n* = 4 in each experimental group. Statistics between NTG and mNrf2-Tg groups were performed with student’s t-test. Pairwise comparisons between NTG, mNrf2-TG and CaNrf2 were performed with one-way ANOVA in GraphPad Prism. Statistical significance was defined as * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

### 2.6. Echocardiography

Two-dimensional echocardiography acquisitions were performed in NTG and mNrf2-TG mice using Vevo2100 Imaging System (Fujifilm VisualSonics, Inc., Toronto, ON, Canada) equipped with 38 MHz mechanical transducer. Animals (*n*  =  6–8) were anesthetized under 1–2% isoflurane, supplemented with 100% oxygen. Heart rate, ECG signals and respiration were recorded. Parasternal long-axis-M mode images were analyzed for cardiac function using Vevo lab 3.1 software [21,22,23].

## 3. Results

### 3.1. Genetic Characterization of Cardiac-Specific Nrf2 Mice (mNrf2-TG)

The transgenic (TG) mice were generated as described earlier [20]. The genotype of the TG mice was confirmed using the αMHC promoter sense and wild type Nrf2 antisense primer pair (350 bp; Figure 1A). An endogenous Nrf2 primers pair was designed to quantify both transgenic and wild type Nrf2 expression (250 bp; Figure 1B). Semi-quantitative PCR showed 3.5-fold increase in Nrf2 expression compared to NTG littermates at 6 months of age. (Figure 1C). Fatty acid-binding protein (*Fabp*) primers were used as quality control for genomic DNA, and acidic ribosomal phosphoprotein (*Arbp1* or *Rplp0*) was used for normalization.

### 3.2. Overall Outcomes of Myocardial Transcriptome in mNrf2-Transgenic Mice

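RNA was sequenced from the hearts of 4 non-transgenic (NTG) mice and of 3 mNrf2-TG mice, which carry full-length mouse Nrf2 under the αMHC promoter, so that the transgene is expressed in cardiomyocytes. Each mouse gave 1 library, numbered 1 to 4 for NTG and 17 to 19 for mNrf2-TG. The methods give an age of 6–7 months, the description of the data set gives 7–8 months, and the labels of the mNrf2-TG libraries give 6 months. Messenger RNA was selected with oligo(dT) beads and sequenced as single reads of 50 bases. The authors aligned the reads with Novoalign against chromosome and splice junction sequences, kept the best alignment of each read, and deposited the number of reads on each gene without normalization, beside DESeq2 rlog values and a DESeq2 comparison of the groups. The methods name hg19 for the reference index and mm10 (GRCm38) for the mapping, and the text does not name the program that counted the reads. The table holds 14665 entries, of which 24 repeat a gene that has another entry, leaving 14641 genes. Of the entries, 14630 are protein-coding and 0 lie on the mitochondrial chromosome, so the totals count reads on the listed genes and are not the sequencing depth. These totals were 6534684, 8405857, 7549166 and 7547752 for NTG 1 to 4, with a median of 7548459, and 6953122, 7632028 and 8060644 for mNrf2-TG 17 to 19, with a median of 7632028. The 10 genes with the most counts took 13.7% to 14.0% of the total in NTG and 11.9% to 12.3% in mNrf2-TG. Counts were scaled by edgeR's TMM method and compared with its quasi-likelihood test over the 14637 genes with a summed count above 1, the filter of the paper's methods, and p-values were adjusted by the Benjamini-Hochberg method. Normalized counts below are TMM-normalized counts at the mean library size, given as mean ± SD over 4 NTG and 3 mNrf2-TG libraries. Gene positions are those of the GENCODE M21 annotation of GRCm38.

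Nfe2l2, the gene of Nrf2 itself (Entrez gene 18024, chromosome 2, 75675513 to 75704641), had 729 to 1392 counts in the NTG libraries and 10912 to 12839 in the mNrf2-TG libraries. Its Log2FC was 3.36 (standard error 0.18, adjusted p = 2.96e-06 from edgeR's quasi-likelihood test). The count includes reads from the transgene. With each library left out in turn, this value stayed between 3.22 and 3.50.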

Cardiac tissues from TG and NTG mice were used for NGS-based RNA sequencing. Principal component analysis (PCA) demonstrated a strong clustering of TGs vs. NTGs independently, suggesting unique changes in the myocardial transcriptome due to mNrf2 expression (Figure 1D). 

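PCA was run on the rlog values of the 500 genes with the highest variance over the 7 libraries, centred and not scaled. PC1, PC2 and PC3 held 68.15%, 13.94% and 11.26% of the variance, 93.35% together. All 4 NTG libraries had negative PC1 scores, from -8.67 to -6.03, and the 3 mNrf2-TG libraries had positive scores, from 8.03 to 12.45. The difference between the group means of PC1 was the largest among the 35 ways to split the 7 libraries into 4 and 3 (exact permutation test, two-sided, p = 0.0286, the smallest p that this design allows). On PC2, NTG replicate 3 scored 9.52, and the other NTG libraries scored between -3.29 and -2.47. Without NTG replicate 3, the share of PC1 was 79.05%. The share also depended on the genes entered, from 57.67% over all genes to 81.09% over the DEGs, and PC1 separated the groups in each of these runs.

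**Figure D1:**
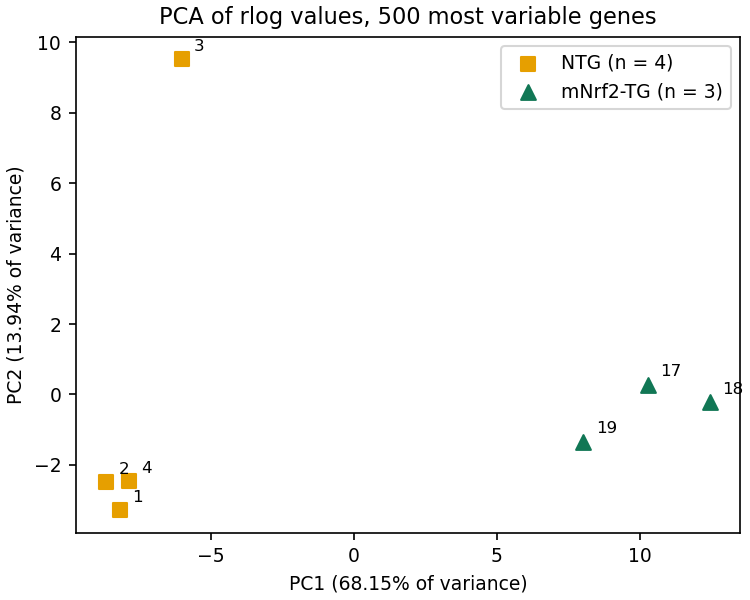
Scores of the 4 NTG and 3 mNrf2-TG libraries on PC1 (68.15% of the variance) and PC2 (13.94%), from rlog values of the 500 most variable genes. Each point is 1 library, the groups lie on opposite sides of 0 on PC1, and NTG replicate 3 lies at 9.52 on PC2.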

As shown in the heatmap, mNrf2-TG expression in the mouse hearts resulted in 680 differentially expressed genes (DEGs) (Log2FC > 1, i.e., fold change > 2 and *p* < 0.05). Among these, we observed 429 were upregulated (60%) and 251 (40%) were downregulated (Figure 1E). Moreover, the unsupervised hierarchical clustering of genes further validated the changes in the myocardial transcriptome of TG mice (Figure 1E). 

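In the edgeR test, 4708 genes had an unadjusted p under 0.05, and 827 of these also changed by more than 2-fold. The count moved most with a filter that asked for at least 10 counts in every library of one group, under which 539 genes met both criteria, 534 of them among the 827. Of the 827 genes, 298 had fewer than 10 counts per library on average, a level at which a 2-fold change rests on few reads. An adjusted p under 0.05 was reached by 2519 genes, and 518 of these changed by more than 2-fold. The number of genes at this adjusted p fell to 1373 without mNrf2-TG replicate 17 and rose to 2950 without NTG replicate 3. The normalized counts of 4351 genes (29.7% of those tested) did not overlap between the groups, where chance gives 5.71%.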

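Of the 827 genes, 523 were higher and 304 lower in mNrf2-TG, so that 63.2% were higher. With DESeq2's Wald test on the same counts, 669 genes met the criteria, of which 419 were higher and 250 lower. Among the 2519 genes at an adjusted p under 0.05, the directions were nearly even, with 1241 higher and 1278 lower. Without TMM factors, that is with the library total alone as the scale, 2417 genes were called at this threshold, 1383 higher and 1034 lower.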

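Hierarchical clustering of the 7 libraries on their rlog values, divided at its first branch, placed the 4 NTG libraries in one cluster and the 3 mNrf2-TG libraries in the other. This held over the 827 DEGs, which were chosen for their difference between the groups, and also over all genes tested. Over all genes, the distance between libraries of different groups was 25.3 to 30.7, between mNrf2-TG libraries 14.7 to 18.7, and between NTG libraries 11.0 to 21.3. NTG replicate 3 lay 20.3 to 21.3 from the other NTG libraries, which lay 11.0 to 15.5 from each other.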

A volcano plot was generated to illustrate the top differentially expressed mRNAs with a threshold set at user-defined significance (i.e., *p* < 0.0001) with log fold change, i.e., Log2FC > 2 (i.e., fold change > 4.0) (Figure 1F).

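At these thresholds 57 genes passed, 46 higher and 11 lower in mNrf2-TG. DESeq2's Wald test passed 79 genes, 61 of them higher. Among genes with an adjusted p under 0.05, at least 10 counts in every library of the higher group and no overlap between the groups, the 5 largest increases were those of the glutathione transferase genes Gsta1, Gsta2, Gsta5 and Gm3776, and of Asic2. Gm3776, a predicted gene of the alpha class (chromosome 9, 78257129 to 78269166), rose from 44 ± 8.63 to 9873 ± 187 normalized counts, a Log2FC of 7.81 (standard error 0.13, adjusted p = 2.98e-10). Asic2 had no count in any NTG library and 19 to 27 in the mNrf2-TG libraries, at least 7.63-fold higher than the 3 counts taken as the floor (adjusted p = 0.00122), and its span shares 819 bases with 1700071K01Rik on the same strand. The largest decreases included those of Shisa6, Cdh20, Dct and Syt12. Shisa6 was at least 9.94-fold lower, with 19 to 49 counts in NTG and at most 1 in mNrf2-TG. The Log2FC of Cdh20 was -2.84, of Dct -2.75 and of Syt12 -2.73. All 3 had adjusted p-values of 0.00621 or less in the edgeR test.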

### 3.3. Major Redox Pathways Are Activated in mNrf2-TG Cardiac Tissue

The gene set enrichment analysis (GSEA) of mNrf2-TG transcriptome (14,665 unique transcripts) clearly identified redox pathways as the most enriched pathways in Hallmark, Reactome and Wikipathways (Figure 2A and Figure S2A). 

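Enrichment was computed for the gene sets of Tables S1, S2 and S3 over the 14637 genes, ranked by the signal-to-noise ratio of DESeq2-normalized counts, GSEA's default metric. The tables list 103, 48 and 29 members, and 96, 48 and 29 of these matched a gene in the files. In each set the score was higher with the real labels than with any of the other assignments of the 7 libraries to groups of 4 and 3 (one-sided exact permutation test, p = 0.0286, the smallest possible here). Other gene sets of the collections were not analysed here, so no rank among pathways was computed. The exact test no longer passed 0.05 with unweighted scores for the Nrf2 network (0.3163, p = 0.0571) and for glutathione conjugation (0.3901, p = 0.0857). With the Log2FC as the metric, the exact test did not pass for the Nrf2 network (0.5586, p = 0.0857) and for the Hallmark set (0.6189, p = 0.0571).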

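Among the 96 members of the Nrf2 network (Wikipathways) found in the files, 38 had an adjusted p under 0.05 over all genes tested, 32 higher and 6 lower in mNrf2-TG. When p-values were adjusted over the list alone, the numbers were 39 higher and 11 lower. As the paper chose the set on these libraries, this second count is not independent evidence. The median Log2FC of the members was 0.33, and the set's enrichment score was 0.6126. The score lay between 0.5721 and 0.6458 when each library was left out in turn. The camera test of limma, with an inter-gene correlation of 0.01, placed the set higher in mNrf2-TG with a p of 1.19e-28, and so did fry with a p of 1.84e-05 and camera with the correlation estimated from the data with a p of 0.00117.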

The Nrf2 network from Wikipathways (WP, ES 0.59) enriched 103 genes, demonstrating changes in antioxidant genes are directly mediated by the transcriptional activation of Nrf2. Specifically, small *Maf* proteins which are co-factors of Nrf2, were downregulated in mNrf2-TG heart (*Maff* Log2FC-1.4; *Mafg* Log2FC 0.8), but *Mafk* [Log2FC − 0.1] was unchanged. 

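Maff (Entrez gene 17133, chromosome 15, 79346621 to 79359076) fell from 202 ± 34.1 normalized counts in NTG to 76.9 ± 31.5 in mNrf2-TG, a Log2FC of -1.40 (standard error 0.24, adjusted p = 0.00452). Mafg (chromosome 11, 120625117 to 120633600) moved the other way, from 138 ± 22.7 to 253 ± 62.7 normalized counts, with a Log2FC of 0.86 (standard error 0.18, adjusted p = 0.0114). Without mNrf2-TG replicate 17 its Log2FC was 0.73, and its adjusted p of 0.0529 was the highest over all alternatives, which started at 0.000469. The annotated span of Mafg shares 124 bases with Sirt7 on the same strand. Mafk was not distinguishable between the groups (Log2FC -0.18, standard error 0.12, adjusted p = 0.321).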

Remarkably, other Nrf2 regulators displayed little or no change (*C-jun*, *Crebbp*, *Eif2ak3*, *Keap1*, *and Ubc*). 

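Keap1 was higher in every mNrf2-TG library, with 472 ± 31.4 normalized counts against 337 ± 8.28 in NTG (Log2FC 0.49, adjusted p = 0.00306). Jun (c-Jun) fell from 839 ± 124 to 613 ± 73 normalized counts (Log2FC -0.45, adjusted p = 0.0342), and its counts overlapped between the groups. Crebbp fell from 331 ± 24.3 to 254 ± 18.5 (Log2FC -0.38, adjusted p = 0.0191). Both of these decreases lost their call in 4 of the 7 fits that each left out a library, in which the adjusted p of Jun ranged from 0.0203 to 0.118 and that of Crebbp from 0.0103 to 0.0783. Eif2ak3 did not differ (Log2FC 0.07, standard error 0.18), and with each library left out in turn its adjusted p ranged from 0.381 to 0.995.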

Genes encoding for heat shock proteins (*Hspa1a*, *Dnajb1*, *Hsp90aa1*, *and Hsp90ab1*) were downregulated (Figure 2B and Table S1).

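All 4 genes had lower mean counts in mNrf2-TG, but none reached an adjusted p under 0.05 over the 7 libraries. The Log2FC of Hspa1a (chromosome 17, 34969190 to 34972156) was -2.28 (standard error 0.74, adjusted p = 0.0609), from 1098 ± 788 to 228 ± 151 normalized counts. Its reads could have been split with its neighbouring paralog Hspa1b, which the paper does not name and which was added after its values were seen. Hspa1b had a Log2FC of -2.48 (standard error 0.74, adjusted p = 0.0443) and was not called under 7 of 14 alternatives, over which its adjusted p ranged from 0.000639 to 0.17. For Dnajb1 the Log2FC was -0.95 (standard error 0.35, adjusted p = 0.0945), for Hsp90aa1 -0.70 (standard error 0.32, adjusted p = 0.167) and for Hsp90ab1 -0.39 (standard error 0.13, adjusted p = 0.0645). NTG replicate 3 had the lowest count of each gene in its group, with 124 counts of Hspa1a against 992 to 1777 in the other NTG libraries. Without this library each of the 4 genes passed the threshold, with an adjusted p of 0.00174 for Hspa1a, 0.000511 for Dnajb1, 0.00935 for Hsp90aa1 and 0.00568 for Hsp90ab1. Hsp90ab1 also passed in DESeq2's Wald test over all libraries (adjusted p = 0.0305). Over all alternatives the adjusted p ranged from 0.00174 to 0.179 for Hspa1a, from 0.000511 to 0.243 for Dnajb1, from 0.00935 to 0.414 for Hsp90aa1 and from 0.00568 to 0.209 for Hsp90ab1.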

Members of the cytosolic glutathione transferases, *Gst*α and *Gst* mu, were significantly upregulated in mNrf2-TG hearts. *Gst* mu class members including *Gstm1*, *Gstm2*, *Gstm3*, *Gstm4* were upregulated while *Gstm5* and *Gstm6* were unchanged. 

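The mu class genes lie next to each other on chromosome 3, from Gstm5 at 107895821 to Gstm4 at 108044894, and the similar sequences of this multigene family leave the division of reads between its members uncertain. Gstm1 (Entrez gene 14862) rose from 1787 ± 122 normalized counts in NTG to 16745 ± 1040 in mNrf2-TG, a Log2FC of 3.23 (standard error 0.0768, adjusted p = 5.12e-09). The Log2FC was 3.00 (standard error 0.0928, adjusted p = 4.59e-08) for Gstm2, 3.29 (standard error 0.11, adjusted p = 7.68e-08) for Gstm3 and 1.73 (standard error 0.0865, adjusted p = 1.92e-06) for Gstm4. These increases were called under every alternative. Gstm5, with 430 ± 23.4 and 460 ± 22.7 normalized counts, did not differ (Log2FC 0.10, adjusted p = 0.418). Gstm6 was counted at 9 to 18 reads in NTG and 22 to 39 in mNrf2-TG, a Log2FC of 1.07 (standard error 0.28, adjusted p = 0.0256). It lost this call in 4 of the 7 fits that each left out a library, with adjusted p-values from 0.0207 to 0.0951 over these fits.

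**Figure D2:**
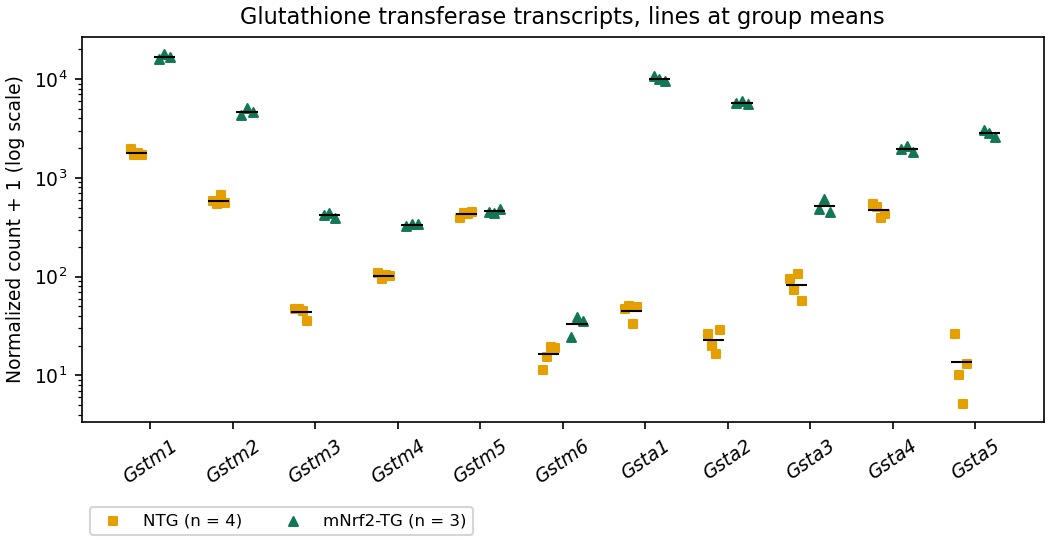
TMM-normalized counts of glutathione transferase genes in the 4 NTG and 3 mNrf2-TG libraries, plus 1, on a log10 axis, with lines at the group means. Each point is 1 library. The counts of Gstm1, Gstm2, Gstm3 and Gstm4 lie apart between the groups and those of Gstm5 overlap.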

Increased *Gstm1* and *Gstm3* expressions were subsequently validated in qPCR experiments (Figure 2C). All members of Gstα class (*Gsta1*, *Gsta2*, *Gsta3*, *Gsta4*, *and Gsta5*) were significantly upregulated (Figure 2B). However, neither *Gst* theta (*Gstt1*, *Gstt2*, *Gstt3*) nor *Gst pi* (*Gstp1*, *Gstp2*) class members showed any response to enhanced Nrf2 expression, confirming tissue specificity of one of its various isoforms [24]. 

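Gsta3 (chromosome 1, 21240589 to 21265661) rose from 81.8 ± 22.2 normalized counts in NTG to 517 ± 87.9 in mNrf2-TG, a Log2FC of 2.66 (standard error 0.19, adjusted p = 2.52e-05). The other members lie on chromosome 9. Gsta4 rose from 471 ± 70.9 to 1962 ± 130, with a Log2FC of 2.06 (standard error 0.11, adjusted p = 3.82e-06). Gsta5 had 4 to 22 counts in NTG and 2868 to 2883 in mNrf2-TG, and its Log2FC was 7.85 (standard error 0.27, adjusted p = 7.81e-08). Of the 50-base stretches in the annotated transcripts of Gsta5, 47.9% also occur in Gsta1, Gsta2 or Gm3776, so reads from these genes could have been counted on one another. With each library left out in turn, the Log2FC of Gsta5 ranged from 7.57 to 8.39.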

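Gstt1 had a Log2FC of -0.27 (standard error 0.11, adjusted p = 0.133), and although its adjusted p did not pass 0.05, its normalized counts did not overlap between the groups, at 120 ± 9.96 in NTG and 99.5 ± 4.31 in mNrf2-TG. Gstt2 and Gstt3 were counted at 21 to 49 and 8 to 30 reads per library. Their Log2FC values of 0.33 (standard error 0.29) and 0.35 (standard error 0.33) were not distinguishable from 0 (adjusted p = 0.48 and 0.497), and changes of this size could not be detected at these counts. Gstp1 (-0.09, adjusted p = 0.48) and Gstp2 (-0.14, adjusted p = 0.36) are close paralogs on chromosome 19, between which the reads could have been split. None of the 5 genes was called under any alternative.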

Further, we confirmed the unchanged *Gstt2* expression using qPCR experiments (Figure 2C). 

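Mgst1 (Entrez gene 56615, chromosome 6, 138140316 to 138156755) rose from 368 ± 69.8 normalized counts in NTG to 978 ± 103 in mNrf2-TG, a Log2FC of 1.41 (standard error 0.14, adjusted p = 0.000268). Mgst3 was more abundant, with 1862 ± 93.7 normalized counts in NTG and 2077 ± 194 in mNrf2-TG, and did not differ (Log2FC 0.16, standard error 0.08, adjusted p = 0.205).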

Among the three microsomal glutathione S-transferases, *Mgst1* was most upregulated in TG (log2FC 1.4) and *Mgst3* was unchanged despite its abundant expression in cardiac tissue, identified through RNAseq. 

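Gstk1 (Entrez gene 76263, chromosome 6, 42245935 to 42250447) fell from 690 ± 42.5 normalized counts in NTG to 407 ± 47.8 in mNrf2-TG, a Log2FC of -0.76 (standard error 0.0942, adjusted p = 0.000898), and kept this call under every alternative. Gsto1, of the omega class, fell less, from 1546 ± 47.8 to 1286 ± 44.1 normalized counts (Log2FC -0.27, standard error 0.0638, adjusted p = 0.0193). Its decrease was not called in 4 of the 7 fits that each left out a library, with adjusted p-values from 0.0144 to 0.0689. The annotated span of Gsto1 lies within that of Cfap43 on the other strand, and whether the counting used the strand is not stated in the text.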

*Gst Kappa* (*Gstk1*, Log2FC − 0.7) was the only class of GSH transferases that was downregulated with increased Nrf2.

Transcription factor *Junb* (log2FC − 0.6) was downregulated in mNrf2-TG hearts. 

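Junb (Entrez gene 16477, chromosome 8, 84974484 to 84978718) had 218 ± 43.6 normalized counts in NTG and 136 ± 31 in mNrf2-TG, with overlap between the groups. The Log2FC was -0.69 (standard error 0.19, adjusted p = 0.0332) from edgeR's test. It ranged from -0.88 to -0.55 when each library was left out in turn, and 4 of these 7 fits did not call it (adjusted p from 0.0198 to 0.118). The span of Junb shares 351 bases with Prdx2 on the opposite strand.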

Genes coding for major antioxidant enzymes including *Catalase*, *Gclc*, *Gclm*, *Gpx3 and Gpx4* were upregulated while no change was observed in Gpx1 (Figure S2A,B). Specifically, we confirmed that transcriptional induction resulted in increased protein levels for GCLM, NQO1, GSR, CATALASE, SOD2 and GPX1 using immunoblotting (Figure 3B). 

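Cat, the gene of catalase (chromosome 2, 103453849 to 103485160), rose from 2998 ± 404 normalized counts in NTG to 5413 ± 379 in mNrf2-TG, a Log2FC of 0.85 (standard error 0.11, adjusted p = 0.000925). Gclm (chromosome 3, 122245557 to 122270732), which encodes the modifier subunit of glutamate-cysteine ligase, rose from 165 ± 36.5 to 1060 ± 113 (Log2FC 2.68, standard error 0.15, adjusted p = 5.41e-06). Gclc (chromosome 9, 77754535 to 77794485), the catalytic subunit, had 187 ± 30.4 normalized counts in NTG and 185 ± 26.4 in mNrf2-TG. Its Log2FC of -0.02 (standard error 0.15, adjusted p = 0.954) was within the spread of the replicates, and its sign changed between alternatives, from -0.13 to 0.07 when each library was left out in turn. No alternative called Gclc.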

*Blvrb*, a gene encoding biliverdin reductase, a reducing enzyme that converts biliverdin to bilirubin (potent antioxidant), was significantly increased (Log2FC 2.3) in TG heart (Figure 2C). 

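Blvrb (Entrez gene 233016, chromosome 7, 27447978 to 27466144) had 103 ± 9.3 normalized counts in the NTG libraries and 510 ± 13.1 in the mNrf2-TG libraries. This gave a Log2FC of 2.31 (standard error 0.09, adjusted p = 2.29e-07). It ranged from 2.25 to 2.36 when each library was left out in turn.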

Similar to Wikipathways, Reactome identified glutathione conjugation pathway (Reactome, ES 0.8) (Table S3) and Hallmark (hallmark, ES 0.626) identified reactive oxygen species (ROS) as the top enriched pathway (Table S2).

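The Reactome set of Table S3 had an enrichment score of 0.8272, and the Hallmark set of Table S2 one of 0.6148. With each library left out in turn the scores lay between 0.8071 and 0.8358 for Reactome and between 0.5955 and 0.6354 for Hallmark. Of the 29 Reactome members, 14 were higher and 2 lower in mNrf2-TG at an adjusted p under 0.05 over all genes tested, and the counts were the same when adjusted over the list alone. Of the 48 Hallmark members, 19 were higher and 5 lower over all genes, and 24 higher and 7 lower when adjusted over the list alone. With a library left out, 14 to 21 Hallmark members were higher over all genes and 1 to 6 lower. The 1 lower came without mNrf2-TG replicate 18 or 19. Both lists were chosen by the paper on these libraries, so the counts over the list alone are not independent evidence. The p of camera at an inter-gene correlation of 0.01 was 3.02e-56 for Reactome and 7.6e-12 for Hallmark, and that of fry was 3.75e-08 and 1.24e-05. With the correlation estimated from the data, the p of camera was 1.04e-05 for Reactome and 0.00114 for Hallmark.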

### 3.4. Enhanced Keap1-Nrf2 Signaling Promotes Transcription of Downstream Targets of Nrf2

Many of the 680 DEGs appear to be direct targets of Nrf2-ARE signaling as the top upregulated gene code for antioxidants and/or other proteins implicated in ROS metabolism (Figure 2B and Figure S2B). 

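The sets of Tables S1 to S3 together hold 147 genes found in the files. Of these, 24 were among the 827 DEGs, 20 of them higher in mNrf2-TG, which is 2.9% of the DEGs. Among the 57 genes past the thresholds of the volcano plot, 13 belonged to these sets. Binding of Nrf2 to these genes was not measured in these libraries. The paper proposes that many DEGs are direct targets of Nrf2-ARE signaling, since the top upregulated genes code for antioxidants and other proteins of ROS metabolism.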

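Gsta2 (Entrez gene 14858, chromosome 9, 78331018 to 78355788) was counted at 15 to 28 reads in the NTG libraries and at 5269 to 6166 in the mNrf2-TG libraries. Its Log2FC was 8.04 (standard error 0.14, adjusted p = 3.44e-10). Gsta1 (Entrez gene 14857, chromosome 9, 78230656 to 78242684) had 31 to 55 counts in NTG and 10002 to 10506 in mNrf2-TG, a Log2FC of 7.85 (standard error 0.13, adjusted p = 2.98e-10). In their annotated transcripts, 49.3% of the 50-base stretches of Gsta2 and 90.5% of those of Gsta1 also occur in another of the 4 genes Gsta1, Gsta2, Gsta5 and Gm3776. Because the best alignment of each read was kept, the division of the counts among these genes is uncertain.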

The highest expression was recorded for glutathione transferases, *Gsta2* (Log2FC 8.04) and *Gsta1*(Log2FC 7.84), which may constitute up to 10% of cytosolic protein content [25]. 

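Gsr (Entrez gene 14782, chromosome 8, 33652523 to 33698163) rose from 211 ± 23.1 normalized counts in NTG to 632 ± 98 in mNrf2-TG, a Log2FC of 1.58 (standard error 0.12, adjusted p = 5.09e-05). Nqo1 (Entrez gene 18104, chromosome 8, 107388225 to 107403206) rose from 528 ± 59.9 to 5132 ± 303, a Log2FC of 3.28 (standard error 0.095, adjusted p = 2.86e-08). Every mNrf2-TG library had more counts of both genes than every NTG library, and both were called under every alternative.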

Other top upregulated ARE targets of Nrf2 were reducing enzymes (reductases) such as *Gsr* (Glutathione reductase), *Nqo1* (superoxide reductase), *Txnrd1* (thioredoxin reductase) and *Srxn1* (cysteine sulfinic acid reductase). In addition, we observed significant changes in the transcription of Nrf2 regulators in mNrf2-TG hearts including the *Keap1* gene [Log2FC 0.48], suggesting a transcriptional induction of Keap1 to meet its need to repress excess Nrf2 (Figure 2B), while *Rbx1* was unchanged [Log2FC 0.12]. 

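Over the fits that each left out a library, the Log2FC of Keap1 (Entrez gene 50868, chromosome 9, 21229730 to 21239361) lay between 0.46 and 0.55, and it was called in each of them. Its standard error over all 7 libraries was 0.0754. Rbx1 (chromosome 15, 81466296 to 81476369) had 341 ± 15.8 normalized counts in NTG and 372 ± 23.5 in mNrf2-TG, which overlapped between the groups (Log2FC 0.12, standard error 0.0795, adjusted p = 0.314).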

Another co-regulator of Nrf2, *Cul3* [Log2FC − 0.56], was downregulated significantly (Figure 3A).

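Cul3 (Entrez gene 26554, chromosome 1, 80264923 to 80340480) fell from 1749 ± 66.8 normalized counts in NTG to 1185 ± 19.7 in mNrf2-TG. The Log2FC was -0.56 (standard error 0.0639, adjusted p = 0.000598) and ranged from -0.58 to -0.54 when each library was left out in turn.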

### 3.5. Impact of Nrf2 on the Transcription of Selenoproteins (Thioredoxins and Peroxiredoxins)

Selenoproteins are one of three classes of antioxidants containing a selenocysteine (Se-Cys) amino acid residue [26]. 

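Txn1 (chromosome 4, 57943373 to 57956411) had 501 ± 38.7 normalized counts in NTG and 1157 ± 22.1 in mNrf2-TG, a Log2FC of 1.21 (standard error 0.076, adjusted p = 1.05e-05). Txnrd1 (chromosome 10, 82833951 to 82897712) rose from 571 ± 53.2 to 3495 ± 870 normalized counts, with a Log2FC of 2.61 (standard error 0.16, adjusted p = 8.04e-06). Its span shares 1305 bases with Eid3 on the same strand. For Srxn1 (chromosome 2, 152105516 to 152111376) the counts were 206 to 402 in NTG and 2484 to 4664 in mNrf2-TG, with replicate 19 the lowest of the transgenic group, and the Log2FC was 3.79 (standard error 0.30, adjusted p = 5.09e-05). All 3 genes were called under every alternative.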

*Txn1* (Log2FC 1.2), *Txnrd1* (Log2FC 2.6) *and Srxn1* (Log2FC 3.8) were upregulated in the hearts of mNrf2-TG mice. *Txnrd1* expression was validated using qPCR (Figure 2C). Likewise, various isoforms of peroxiredoxins (*Prdx 1–6*) were upregulated, except for *Prdx2*. 

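Prdx3 was higher in mNrf2-TG, with a Log2FC of 0.46 (standard error 0.0664, adjusted p = 0.0021), and so was Prdx4 with 0.59 (standard error 0.12, adjusted p = 0.00925). Prdx5 was not distinguishable between the groups, at 2516 ± 41 normalized counts in NTG and 2344 ± 165 in mNrf2-TG (Log2FC -0.10, standard error 0.0674, adjusted p = 0.331). Prdx2 had 2580 ± 108 normalized counts in NTG and 2962 ± 117 in mNrf2-TG, which did not overlap, and its Log2FC was 0.20 (standard error 0.0647, adjusted p = 0.0612). It was called by DESeq2's Wald test (adjusted p = 0.0331), with the library total alone as the scale (0.0399), and with either stricter filter on low counts (0.0448 and 0.0444). Over all alternatives its adjusted p ranged from 0.0331 to 0.183. Prdx2 shares 351 bases of its span with Junb and 181 with Rnaseh2a, both on the opposite strand, and Prdx5 shares 409 with Trmt112.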

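Prdx1 (Entrez gene 18477, chromosome 4, 116685544 to 116700822) rose from 2360 ± 58.1 normalized counts in NTG to 3667 ± 219 in mNrf2-TG, a Log2FC of 0.64 (standard error 0.0648, adjusted p = 0.000311). Prdx6 (Entrez gene 11758, chromosome 1, 161240112 to 161251219) rose from 1451 ± 93.2 to 2212 ± 113, a Log2FC of 0.61 (standard error 0.0734, adjusted p = 0.00078). The difference between these Log2FC values and that of Prdx4 was smaller than their standard errors.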

Prdx1 (Log2FC 0.6) and *Prdx6* (Log2FC 0.6) were most upregulated in mNrf2-TG mice (Figure 2B). 

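Gpx1 (chromosome 9, 108338903 to 108340343) had 487 ± 30.9 normalized counts in NTG and 599 ± 50.1 in mNrf2-TG, a Log2FC of 0.30 (standard error 0.0842, adjusted p = 0.0368). This call was lost in 4 of the 7 fits that each left out a library, with adjusted p-values from 0.0281 to 0.14. Gpx3 (chromosome 11, 54902453 to 54910377) rose from 1915 ± 377 to 3272 ± 597 (Log2FC 0.77, standard error 0.16, adjusted p = 0.01), and its adjusted p was 0.0488 or less under every alternative. Gpx4 (chromosome 10, 80047166 to 80056439) rose from 2915 ± 149 to 4431 ± 223 (Log2FC 0.60, standard error 0.0681, adjusted p = 0.000577).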

While glutathione peroxidase 1 (*Gpx1*) had no change in expression, *Gpx3* (Log2FC 0.77) and *Gpx4* (Log2FC 0.6) were upregulated in response to mNrf2. These notable changes demonstrate the extent of Nrf2 influence on the redox transcriptome in the hearts of transgenic mice.

### 3.6. Impact of Pro-Reductive Stress on Cardiac Structure and Function in mNrf2-TG Mice

With a persistent pro-reductive environment, the structure and function of the mNrf2-TG hearts were moderately altered without severe pathology. Echocardiography analysis revealed a modest increase in ejection fraction (EF) in mNrf2-TG compared to NTG mice (58 vs. 40%), while CaNrf2-TG hearts had a higher EF (~80%) indicating abnormally increased systolic function (Figure 3C). We previously demonstrated that the CaNrf2-TG mice exhibited LV hypertrophy, decreased chamber volume, and increased cardiac contractility at 6 months of age [17]. While we noticed an increase in LV mass, IVSd and IVSs, there was no change in cardiac output and diastolic function–mitral valve flow (MV E/A ratio) in mNrf2-TG mice (Figure 3C). These observations indicate that mNrf2-TG hearts with a pro-reductive condition are gradually adapting without severe pathology at 6 months.

### 3.7. Pro-Reductive Redox Promotes Adaptive Myocardial Remodeling without Influencing the Survival of mNrf2-TG Mice

In our previous study, we demonstrated that cardiac-specific constitutive active Nrf2 (truncated Nrf2/CaNrf2-TG) resulted in hyper-reductive stress, leading to pathological cardiac remodeling (hypertrophy) and significant mortality [19,27].

Therefore, here we assessed the effect of the full-length mouse Nrf2 (mNrf2-Transgene)-driven pro-reductive state on cardiac health and survival (Figure 4A). While the CaNrf2-TG mice with hyper-reductive hearts showed significant mortality (>50%) at the age of ~60 weeks, 90% of the mNrf2-TG mice survived even at 80 weeks (Figure 4A). The ratio of oxidized-to-reduced glutathione, i.e., GSH/GSSG is often used as one of the measures of intracellular redox milieu [28]. A comparative analysis of the glutathione redox state in the hearts demonstrated significant differences between the pro-reductive vs. hyper-reductive conditions (139 ± 8.6; 233 ± 36.7 and 380 ± 68.7 µM/mg protein in NTG; mNrf2-TG and CaNrf2-TG) (Figure 4B). Similarly, the myocardial glutathione redox ratio ranges ~28–32 in NTG, but the mNr2-TG and CaNrf2-TG mice exhibited ~50–60 and ~80–90, respectively, suggesting a clear distinction in the myocardial redox state. The correlation between EF and glutathione redox state (GSH/GSSG) revealed a distinct distribution of NTG, mNrf2-TG and CaNrf2 (Figure 4C) with progressive cardiac remodeling in response to a steadily increasing reductive environment.

*Nogo A* expression has been demonstrated to play an important role in cardiac development and has been suggested as a potential indicator for heart failure [29]. Here, cardiac expression of *Nogo* (RTN4/Reticulon 4) was found to be high during hyper-reductive stress (CaNrf2-TG), whereas it was comparatively unexpressed in pro-reductive conditions (mNrf2-TG) (Figure 4D). However, *Nogo B1* and *B2* remained unchanged in all groups as it was shown to be primarily involved in inflammatory response, suggesting an absence of inflammatory phenotype in both CaNrf2-TG and mNrf2-TG hearts [30].

Adaptive or abnormal structural changes (i.e., hypertrophy) in the heart involve the reactivation of fetal cardiac genes in matured cardiomyocytes [31]. Dose-dependent changes in the mRNA levels of atrial natriuretic protein (*Anp/Nppa*), B-type natriuretic protein (*Bnp/Nppb*), α/β-myosin heavy chain (*αMhc*, *βMhc/Myh7*), and smooth muscle alpha (α)-2 (*Acta2*) were noticed in the TG mice (Figure 4E). 

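The mNrf2-TG and NTG libraries were compared, and CaNrf2-TG libraries were not analysed here. Of the 24 genes examined, those of the heatmap in Figure 4E and Myh6, 5 had an adjusted p under 0.05 over all genes tested, 2 higher and 3 lower in mNrf2-TG. Adjusted over the list alone, 4 were higher and 4 lower. Nppa (Entrez gene 230899, chromosome 4, 148000722 to 148002079) rose from 1011 ± 357 to 2796 ± 966 normalized counts, a Log2FC of 1.47 (standard error 0.28, adjusted p = 0.00727). Nppb (chromosome 4, 147985788 to 147987205) was counted at 633, 755, 5263 and 1388 reads in NTG 1 to 4 and at 4295 to 5307 in mNrf2-TG, and its Log2FC of 1.24 did not exceed the spread of the NTG libraries (standard error 0.62, adjusted p = 0.199). Acta2 (chromosome 19, 34241090 to 34255590) followed the same pattern, with 7707 counts in NTG replicate 3 against 893 to 1894 in the other NTG libraries, and a Log2FC of 1.37 (standard error 0.63, adjusted p = 0.163). Without NTG replicate 3, Nppb had a Log2FC of 2.38 (adjusted p = 0.000202) and Acta2 one of 2.53 (adjusted p = 0.000132). Over all alternatives the adjusted p ranged from 0.000202 to 0.371 for Nppb and from 0.000132 to 0.333 for Acta2, which limma-voom also called (0.0461). Myh6 (Log2FC -0.28, standard error 0.15, adjusted p = 0.222) and Myh7 (Log2FC 0.13, standard error 0.23, adjusted p = 0.757) were not called under any alternative. The number of genes called of the 24 was 9 without NTG replicate 3 (6 higher and 3 lower), 7 with the library total alone as the scale (4 higher and 3 lower) and 3 when any one of the mNrf2-TG libraries was left out (1 higher and 2 lower).

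**Figure D3:**
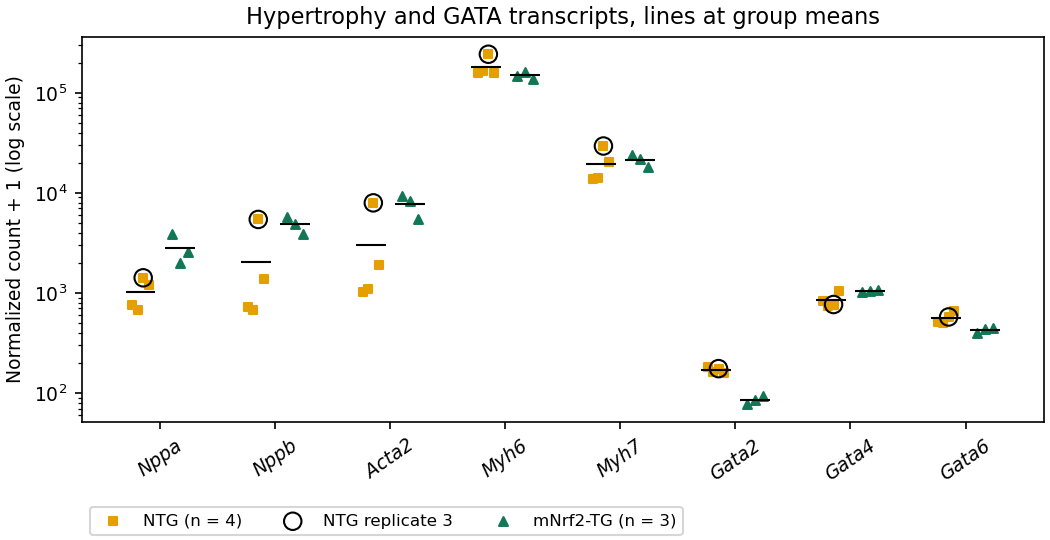
TMM-normalized counts of hypertrophy-related genes in the 4 NTG and 3 mNrf2-TG libraries, plus 1, on a log10 axis, with lines at the group means. Each point is 1 library, and NTG replicate 3, which is circled, lies near the mNrf2-TG libraries for Nppb and Acta2.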

Validation of the NGS data for these genes by qPCR showed similar dose-dependent upregulation of *Bnp* (2.5 vs. 5.0-fold), *βMhc* (2.5 vs. 5.0-fold) and decrease in *αMhc* (0.8 vs. 0.6-fold) in mNrf2-TG vs. CaNrf2-TG mice (Figure 4E). However, *Nppa* showed a remarkable increase in mNrf2-TG when compared to CaNrf2-TG (6 vs. 3.5-fold) mice (Figure 4E,F). Interestingly, both groups had a similar increase in *Acta2*, which encodes actin to stabilize the cytoskeletal structure of the cardiomyocytes (Figure 4E,F). In addition, GATA-binding factors (GATAs) and histone deacetylases (HDACs), the vital regulators of gene expression in cardiac myocytes were significantly altered in TG mice [32,33]. 

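Hdac4 (Entrez gene 208727, chromosome 1, 91928779 to 92195699) fell from 254 ± 51.4 normalized counts in NTG to 111 ± 17 in mNrf2-TG, a Log2FC of -1.20 (standard error 0.17, adjusted p = 0.00206), and was called under every alternative. Hdac6 rose from 128 ± 15.5 to 174 ± 6.89 (Log2FC 0.44, standard error 0.11, adjusted p = 0.027). It lost its call in 5 of the 7 fits that each left out a library, over which the adjusted p ranged from 0.02 to 0.0826. No other histone deacetylase of the heatmap had an adjusted p under 0.05 in edgeR's test with TMM factors over the 7 libraries. The nearest were Hdac5 (Log2FC 0.27, adjusted p = 0.0647) and Hdac11 (Log2FC 0.36, adjusted p = 0.0675). With the library total alone as the scale, 4 of the 24 genes were higher. Nppb, Acta2, Gata4 and Hdac9 were not among them, which leaves other histone deacetylases for the calls added to Nppa and Hdac6. Hdac9 passed 0.05 without NTG replicate 4, which had 329 counts against 172 to 202 in the other NTG libraries. Its Log2FC was then 0.65 (adjusted p = 0.00312), against 0.42 (adjusted p = 0.143) over all libraries and adjusted p-values of up to 0.284 under the alternatives.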

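Gata2 (Entrez gene 14461, chromosome 6, 88193891 to 88207032) fell from 169 ± 10.2 normalized counts in NTG to 84 ± 7.65 in mNrf2-TG (standard error of the Log2FC 0.11, adjusted p = 0.000534), and its Log2FC lay between -1.07 and -0.94 when each library was left out in turn. Gata6 (chromosome 18, 11052064 to 11085635) fell from 563 ± 74.3 to 429 ± 25.2, a Log2FC of -0.39 (standard error 0.11, adjusted p = 0.0317). Its call was lost in 4 of the 7 fits that each left out a library, with adjusted p-values from 0.0367 to 0.116. Gata4 had 846 ± 144 normalized counts in NTG and 1043 ± 27.8 in mNrf2-TG (Log2FC 0.30, adjusted p = 0.101). Without NTG replicate 4 its Log2FC was 0.43 (adjusted p = 0.00946), and over all alternatives its adjusted p reached 0.209. Gata3 was counted at 1 or 2 reads in NTG and 1 to 6 in mNrf2-TG, too few to show a difference.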

While most of the *Gata* isoforms were upregulated, Gata2 and Gata6 were decreased in both the TG mice (Figure 4E,F). Although Nrf2-mediated priming of the genes that regulate myocardial defense promotes a pro-reductive condition, this is inadequate to induce pathological hypertrophy or mortality through severe cardiac remodeling.

## 4. Discussions

Redox homeostasis is crucial for the dynamic function of cardiomyocytes as both oxidative and reductive stresses lead to cardiac pathophysiology [10,34,35,36,37]. Numerous studies have tried to ameliorate oxidative injury especially following ischemic and reoxygenation injury [38]. Here, we present the transcriptome of transgenically enhanced Nrf2 (mNrf2-TG), which we previously demonstrated as a precondition to protect the heart against oxidative insults [20]. Enhancing Nrf2 expression in the heart under canonical Keap1 interaction prevents oxidative stress in the myocardium of TG mice expressing full-length Nrf2 (mNrf2-TG) following administration of isoproterenol [20]. On the other hand, the constitutive activation of Nrf2 (truncated Nrf2/CaNrf2-TG) results in a hyper-reductive stress, which induces pathological cardiac remodeling with diastolic dysfunction leading to significant mortality [19]. Based on our previous findings, we hypothesized that the enhanced Keap1-Nrf2 system (mNrf2-TG) uplifts the transcriptional activation of ARE/EpRE genes at moderate levels to escalate the basal defense mechanisms in the heart without inducing quantifiable pathological signaling.

Nrf2 regulates the transcription of >250 genes directly [1,7,9,39,40]. In this cardiac-specific mouse model of full-length Nrf2 (wild-type) expression, through NGS-based RNA sequencing, we observed a multitude of changes in the gene coding for antioxidants and ROS detoxifying enzymes. RNAseq detected 14,665 genes in the mNrf2-TG cardiac transcriptome and 680 of them were (4.6% of total genes) were differentially expressed (*p* < 0.05). Of note, 1031 genes were reported to be differentially expressed in the hearts of mice expressing a truncated version of Nrf2 (CaNrf2-TG) mice [41]. In addition to the altered myocardial transcriptome, we identified that constitutive activation of Nrf2 (CaNrf2) led to a hyper-reductive state (i.e., reductive stress) in the myocardium, which caused pathological cardiac remodeling with diastolic dysfunction and mortality in CaNrf2-TG mice [19]. Although most of the DEGs involved in glutathione metabolism were upregulated in both TGs, the number of genes in a given pathway and the degree of change (up- or downregulation of genes) is significantly different in a dose-dependent manner between the mNrf2-TG (full-length Nrf2) and CaNrf2 TG (truncated Nrf2/constitutively active Nrf2) mice. 

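Each of 4 lists of genes, written down before the data were examined, was tested with camera for a shift in one direction. None was found for apoptosis (camera p of 0.915) or for central carbon and fatty acid metabolism (camera p of 0.714). This does not exclude changes in both directions. Of the 49 apoptosis genes 3 were higher and 5 lower at an adjusted p under 0.05, and of the 58 metabolic genes 11 were higher and 12 lower. With a library left out, the metabolic counts ranged from 7 to 12 higher. They ranged from 3 (without NTG replicate 1 or mNrf2-TG replicate 18) to 14 (without NTG replicate 3) lower. Under fry for mixed directions, which does not compare a list with other genes, both lists passed (p of 1.84e-08 and 7.3e-06). The 78 genes of oxidative phosphorylation were lower in mNrf2-TG, with a camera p of 0.00333 and a median Log2FC of -0.11. At an adjusted p under 0.05, 7 of them were higher and 25 lower, against 7 higher and 15 lower without mNrf2-TG replicate 18. The 91 cell cycle genes were higher, with a camera p of 0.00678 and a median of 0.30. This median was 0.16 with filterByExpr and ranged from 0.16 (without mNrf2-TG replicate 18) to 0.41 with a library left out. At an adjusted p under 0.05, 12 cell cycle genes were higher and 2 lower, against 2 higher and 3 lower without mNrf2-TG replicate 18. Under fry the shift of the cell cycle genes passed 0.05 (p of 0.0433) and that of oxidative phosphorylation did not (p of 0.0511). With a library left out the fry p of the cell cycle genes ranged from 0.0148 (without mNrf2-TG replicate 18) to 0.0929. Under camera neither list passed with the correlation between genes estimated from the data (p of 0.507 for oxidative phosphorylation and 0.38 for the cell cycle) or without mNrf2-TG replicate 18 (0.109 and 0.106). The cell cycle list also did not pass when low counts were removed with filterByExpr (camera p of 0.109, fry p of 0.0768). The tests of the paper's own pathway collections were not repeated here.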

Interestingly, the pathway analysis of the mNrf2-TG myocardial transcriptome did not appear to disrupt biological pathways including apoptosis, metabolism, mitochondrial energetics, or cell cycle, which is significantly different from our previous observations demonstrating a chronic antioxidant signaling/RS inducing pathological cardiac myopathy [41]. This demonstrates that the antioxidant defense of the cardiomyocytes is increased in mNrf2-TG mouse hearts, without pathological consequences for the heart.

The survival of mNrf2-TG exhibiting a pro-reductive redox was unaffected while there was significant mortality seen in hyper-reductive mice. These findings reveal that the glutathione redox state (redox ratio) above 80 is pathological, whereas a redox ratio ranging from 25 to 60 seems to be either non-pathological or less harmful to the myocardium. A distinction between the normal redox (NTG), pro-reductive redox (mNrf2-TG) and hyper-reductive (or reductive stress) redox (CaNrf2-TG) conditions, suggests unique changes in response to a given redox makeup in the myocardium. Overall, these results demonstrate the significance of a mild to moderate activation of transcriptome and a slightly increased biochemical redox makeup are vital for the myocardium to overcome the instant oxidative challenges (Figure 5). Nonetheless, the abundant activation of the Nrf2/ARE-dependent antioxidant system will impair the myocardial health through reductive stress as was evident in the CaNrf2-TG mice [19,27].

Interestingly, we did not notice pathological cardiac hypertrophy or diastolic dysfunction in association with the less robustly activated transcriptome in mNrf2-TG mice, suggesting that the expression of full-length Nrf2 is tightly under the control of its repressor, Keap1. The observed increase in EF, LV mass, IVSd and IVSs in mNrf2-TG hearts might be attributed to a compensatory response to redox changes, as there was no significant mortality noticed in these mice when compared to either NTG or CaNrf2-TG. Cardiac hypertrophy activates fetal gene expression (Nppa, Nppb) among others (HDACs, GATAs) during remodeling [23]. Altered expression in the hypertrophy marker genes in mNrf2-TG indicates that the heart is gradually remodeling when compared to the severe/irreversible pathological remodeling in the CaNrf2-TG/RS hearts (Figure 4E,F). Collectively, our data demonstrate a cardiac tissue-specific augmentation of antioxidant transcriptome assembly, which was previously shown to protect the heart against oxidative insults [18]. Nonetheless, the molecular mechanisms of RS-mediated impairment of structural integrity of cardiomyocytes/cardiac tissues are yet to be investigated.

## 5. Conclusions

NGS and GSEA enrichment revealed that enhanced Keap1-Nrf2 signaling in the myocardium promoted hundreds of ARE and downstream targets, even under unstressed conditions. While constitutively activated Nrf2 is detrimental to the heart, the transgenic expression of wild type Nrf2 could prime the transcriptome and trigger adaptive changes in the heart through a moderately increased antioxidant system.

Future studies will be focused on testing enhanced Keap1-Nrf2 signaling through various stresses but not limited to pharmaceutical agents or exercise using knockout and transgenic methods in vitro and/or in vivo models. One limitation of our study is that only male mice were used for sequencing; however, qPCR validation has been performed in both male and female.

## Figures and Tables

**Figure 1:**
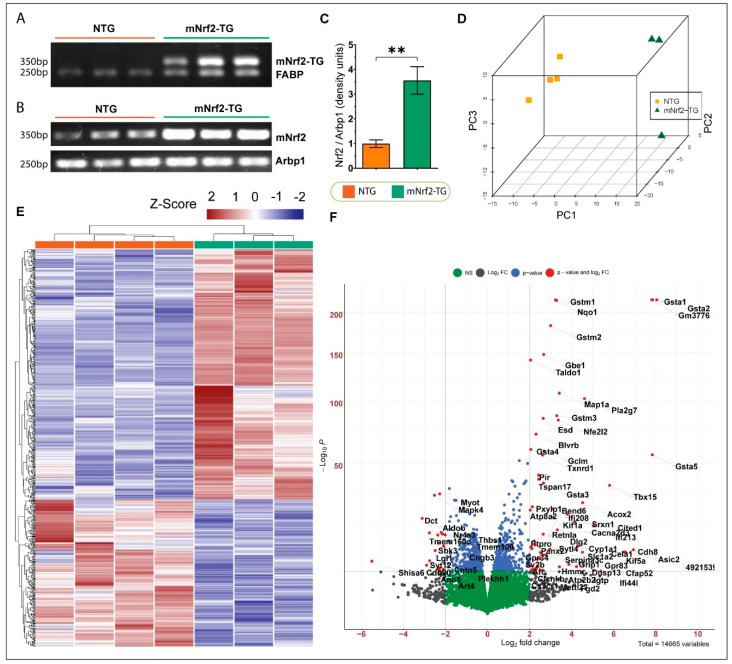
Heart specific Nrf2-Transgenic mouse model and transcriptomic changes. (**A**) Genotyping PCR for mNrf2-TG using αMHC forward and Nrf2 reverse primer (350 bp), (below) FABP (internal control) showed bands at 250 bp. (**B**) Semi-quantitative PCR for Nrf2 using primer for endogenous Nrf2 showing increased Nrf2 expression in Nrf2-TG compared to NTG mice; acidic ribosomal phosphoprotein (Arbp1/Rplp0) was used as housekeeping. (**C**) Quantification of semi-quantitative PCR for Nrf2 using image. (**D**) Three-dimensional principal component analysis for mNrf2-TG and NTG mice. (**E**) Heatmap representing expression of the 680 most significant (*p* < 0.05) differentially expressed genes (Log2FC > 1). Some 428 genes were upregulated, and 251 genes were downregulated in mNrf2-TG mice. The heatmap represents normalized count values (RLog) of each DEG in the individual samples, and genes were clustered unsupervised. Fold change > 2 and *p*-value < 0.05. (**F**) Volcano plot of DEGs showing log2fold change versus −log10 of (*p*-value) of transcripts identified by RNASeq analysis between NTG and mNrf2-TG. Significant DEGs expressed in mNrf2-TG (Log2FC ≥ 2 and *p* < 0.05) are highlighted in red (FDR corrected *p*-value). Blue dots indicate transcripts with a significant *p*-value but Log2FC ≤ 2; Grey dots indicate transcripts with a Log2FC ≥ 2 but with an FDR corrected *p*-value of <0.05; whilst green dots indicate non-significant transcripts with a Log2FC ≤ 2. The total number of genes amounts to 14,665. Error bars represent SEM. ** *p*-value < 0.01.

**Figure 2:**
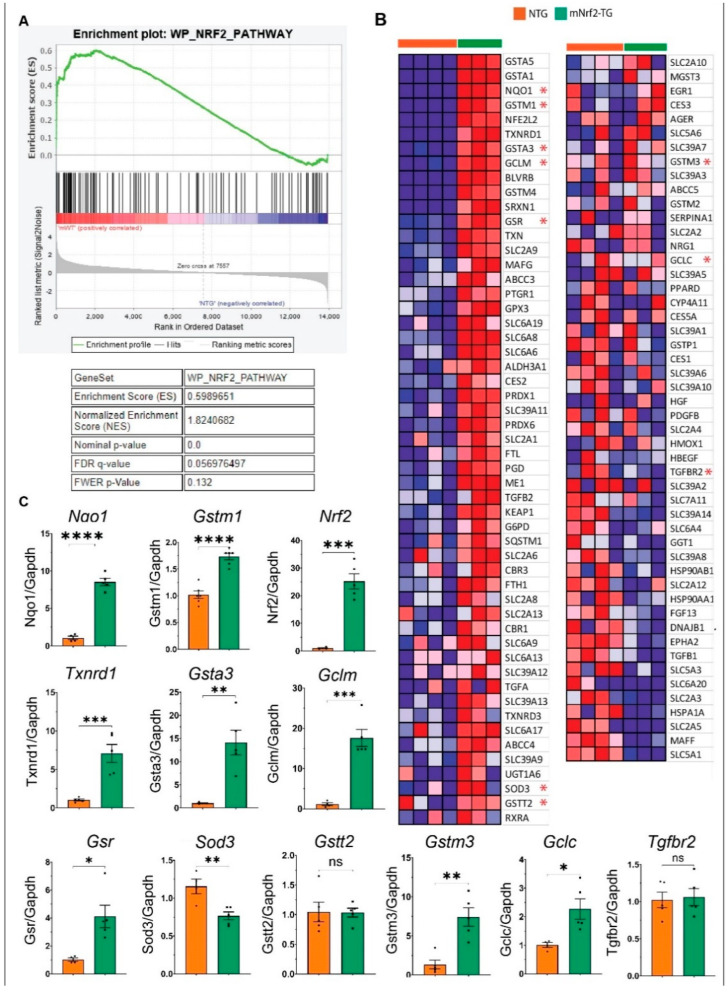
Antioxidant transcriptome in enhanced cardiac Nrf2 signalling. (**A**) GSEA plot of most enriched Nrf2 pathway from Wikipathways. GSEA algorithm calculates an enrichment score for a pathway by walking down the ranked list of genes, increasing a running-sum statistic when a gene is in the gene set and decreasing it when it is not. The magnitude of the increment depends on the correlation of the gene with the phenotype. The ES is the maximum deviation from zero encountered in walking the list. A positive ES indicates gene set enrichment at the top of the ranked list; a negative ES indicates gene set enrichment at the bottom of the ranked list. (**B**) Heatmap illustrating changes in 103 genes enriched in the Nrf2 pathway. (**C**) RT-qPCR validation of gene expression of *Gstm1*, *Gsta3*, *Gstt2 and Gstm3*, *Nrf2*, *Txnrd1*, *Sod3* and *Tgfbr2*. All RT-qPCR gene expression were normalized to Gapdh. Error bars represent SEM. * *p*-value < 0.05, ** *p*-value < 0.01, *** *p*-value < 0.001, **** *p*-value < 0.0001.

**Figure 3:**
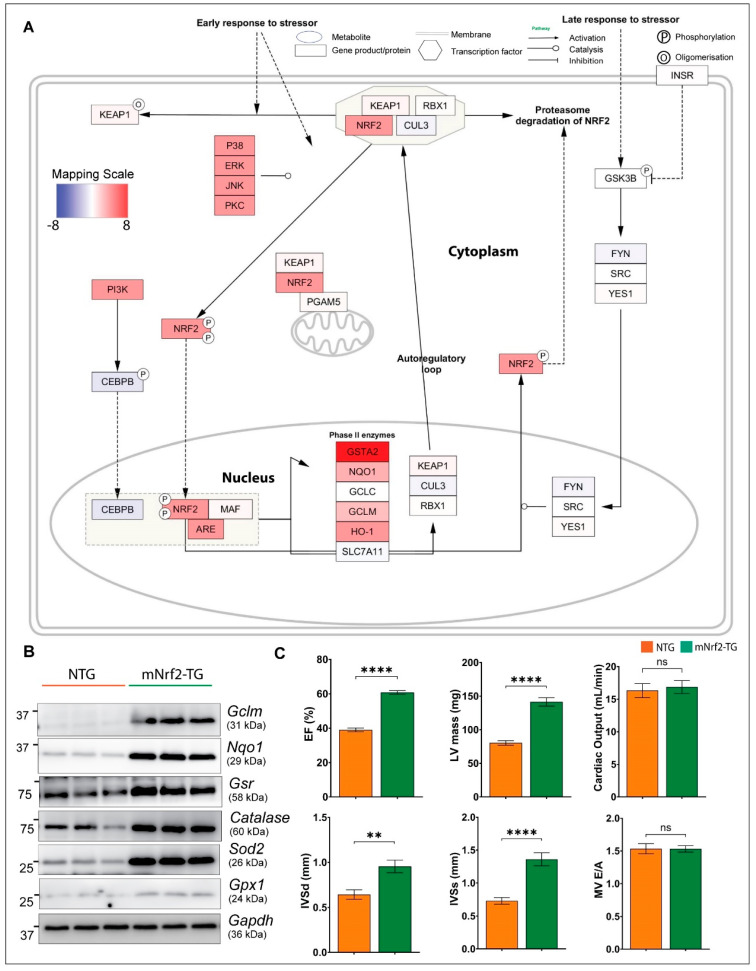
Gene expression mapped on the Nrf2 pathway (Wikipathways ID = 4357), cardiac structure and function. (**A**) Binding with Keap1/Cul3/RBX1 complex allows Nrf2 protein to be continually degraded via ubiquitination/proteosomal degradation. In response to ROS, Keap1 is oxidized or Nrf2 is phosphorylated resulting in translocation to nucleus. Pathway diagram shows changes in mNrf2-TG ARE targets when activated. Colour gradient scaled from blue (negative fold change) to red (positive fold change) was calculated using Log2foldchange, scaled and mapped onto curated network. Nodes (rectangle) represent genes or proteins and edges (or lines) represent interactions and relationships between connected nodes. (**B**) Validation of protein expression using Western blot, confirming the summary of changes in network. (**C**) Cardiac structure and function in mNrf2-TG mice. Two-dimensional non-invasive echocardiography (PSLAX axis) was used to determine systolic functions (i.e., ejection fraction and cardiac output), Left ventricle dimensions (i.e., LV mass, intraventricular septum diameter-systole and diastole) and diastolic function, i.e., mitral valve (early, E to late, A ratio) filling (*n* = 6–8/group).

**Figure 4:**
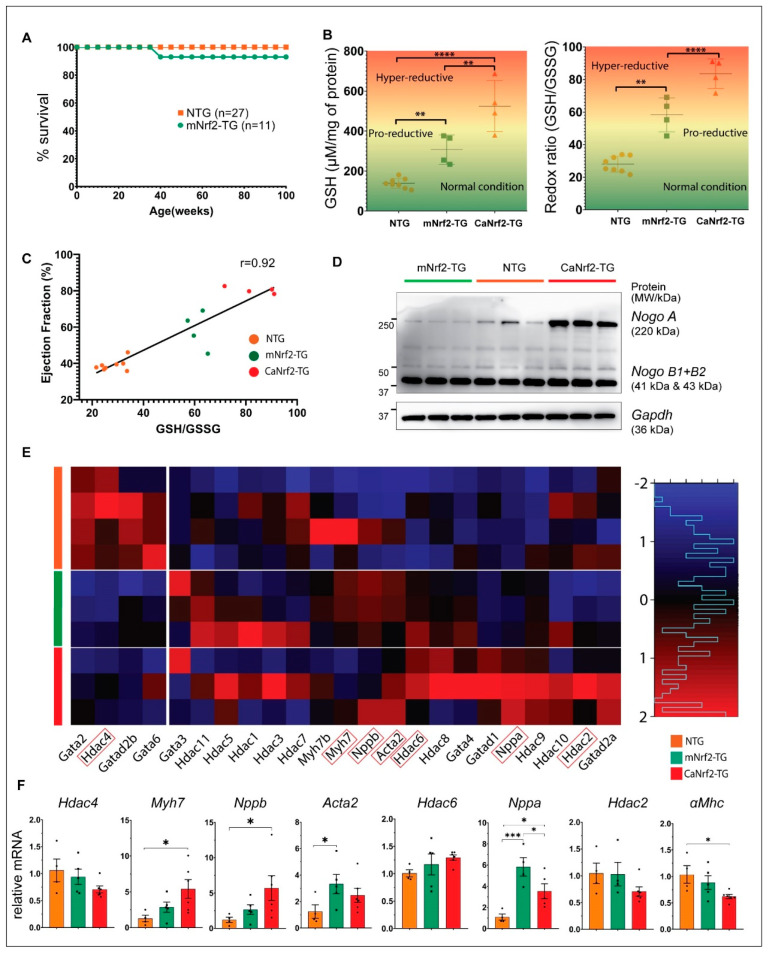
Survival, redox state, cardiac function, and remodelling in mNrf2 and CaNrf2 mice. (**A**) Kaplan–Meier survival analysis expressed in terms of percentage survival. (**B**) Redox scores of mNrf2-TG and CaNrf2 mice compared to controls, mapped on a gradient scale. (**C**) Redox state and cardiac function of NTG (orange) and mNrf2-TG (green) and CaNrf2 (red) hearts expressed in terms of ejection fraction (%) versus mean redox state (GSH/GSSG). EF and GSH data were paired within experimental groups. (**D**) Expression of *Nogo A* and *Nogo B* detected using Western blot from heart lysates. Membrane was stripped and reprobed for *Gapdh.* (**E**) RNAseq mRNA expression heatmap of common cellular hypertrophy indicators in normal, pro-reductive and hyper-reductive hearts. Log normalized data of genes scaled using R scale function shows distinctive changes between control, mNrf2-TG and CaNrf2. Column break for 4 markers (genes) that are downregulated in transgenic models together. Row breaks for groups with *n* = 3/4. (**F**) qPCR quantification of mRNA expression for cellular hypertrophy markers normalized to Gapdh. Error bars represent SEM.* *p*-value < 0.05, ** *p*-value < 0.01, *** *p*-value < 0.001, **** *p*-value < 0.0001.

**Figure 5:**
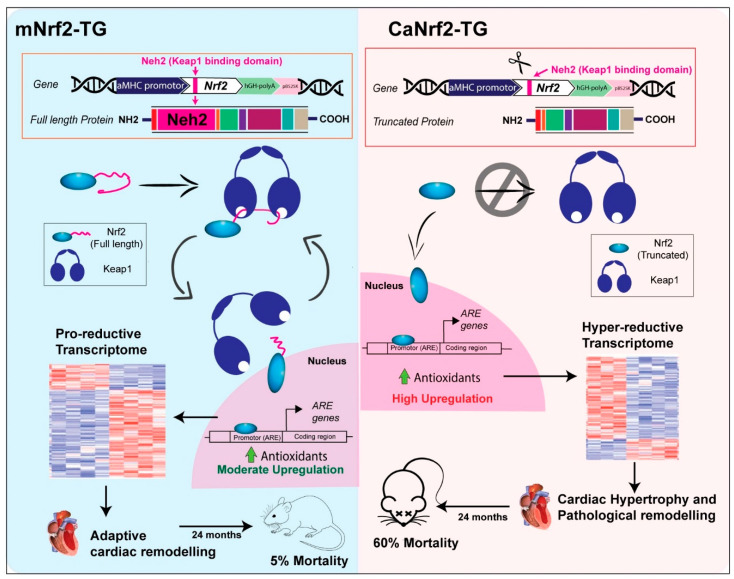
Enhanced Nrf2-Keap1 signalling generates excess Nrf2 at baseline without affecting keap-1 interaction, results in moderate antioxidant upregulation leading to a pro-reductive transcriptome. This leads to an adaptive cardiac remodelling without affecting survival in mNrf2-TG mice. Whereas, affecting the Nrf2-Keap1 signalling renders Nrf2 to be constitutively active. This results in high upregulation of antioxidants that consequentially affect cardiac structure and function resulting in increased mortality rate at 6 months in mice.

## Data Availability

All data generated for this study are provided as open access on NCBI Gene Expression Omnibus (GEO) accession: GSE202298.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes13091514/s1, Figure S1: Quality control of RNA-Seq dataset and congruence of the biological samples, Figure S2: Extended pathway analysis. Table S1: Enrichment table of Wikipathways Nrf2 Network; Table S2: Enrichment table of Hallmark’s reactive oxygen species pathway; Table S3: Enrichment table of Reactome Nrf2 glutathione conjugation Table S4: Complete list of real-time qPCR primer sequences and list of primary antibodies.

# Supplementary material for: Transgenic Expression of Nrf2 Induces a Pro-Reductive Stress and Adaptive Cardiac Remodeling in the Mouse
**Source:** Genes (Basel). 2022 Aug 24;13(9):1514. doi: 10.3390/genes13091514
**Supplement:** Supplementary file 1

**Supplemental Figure S1**

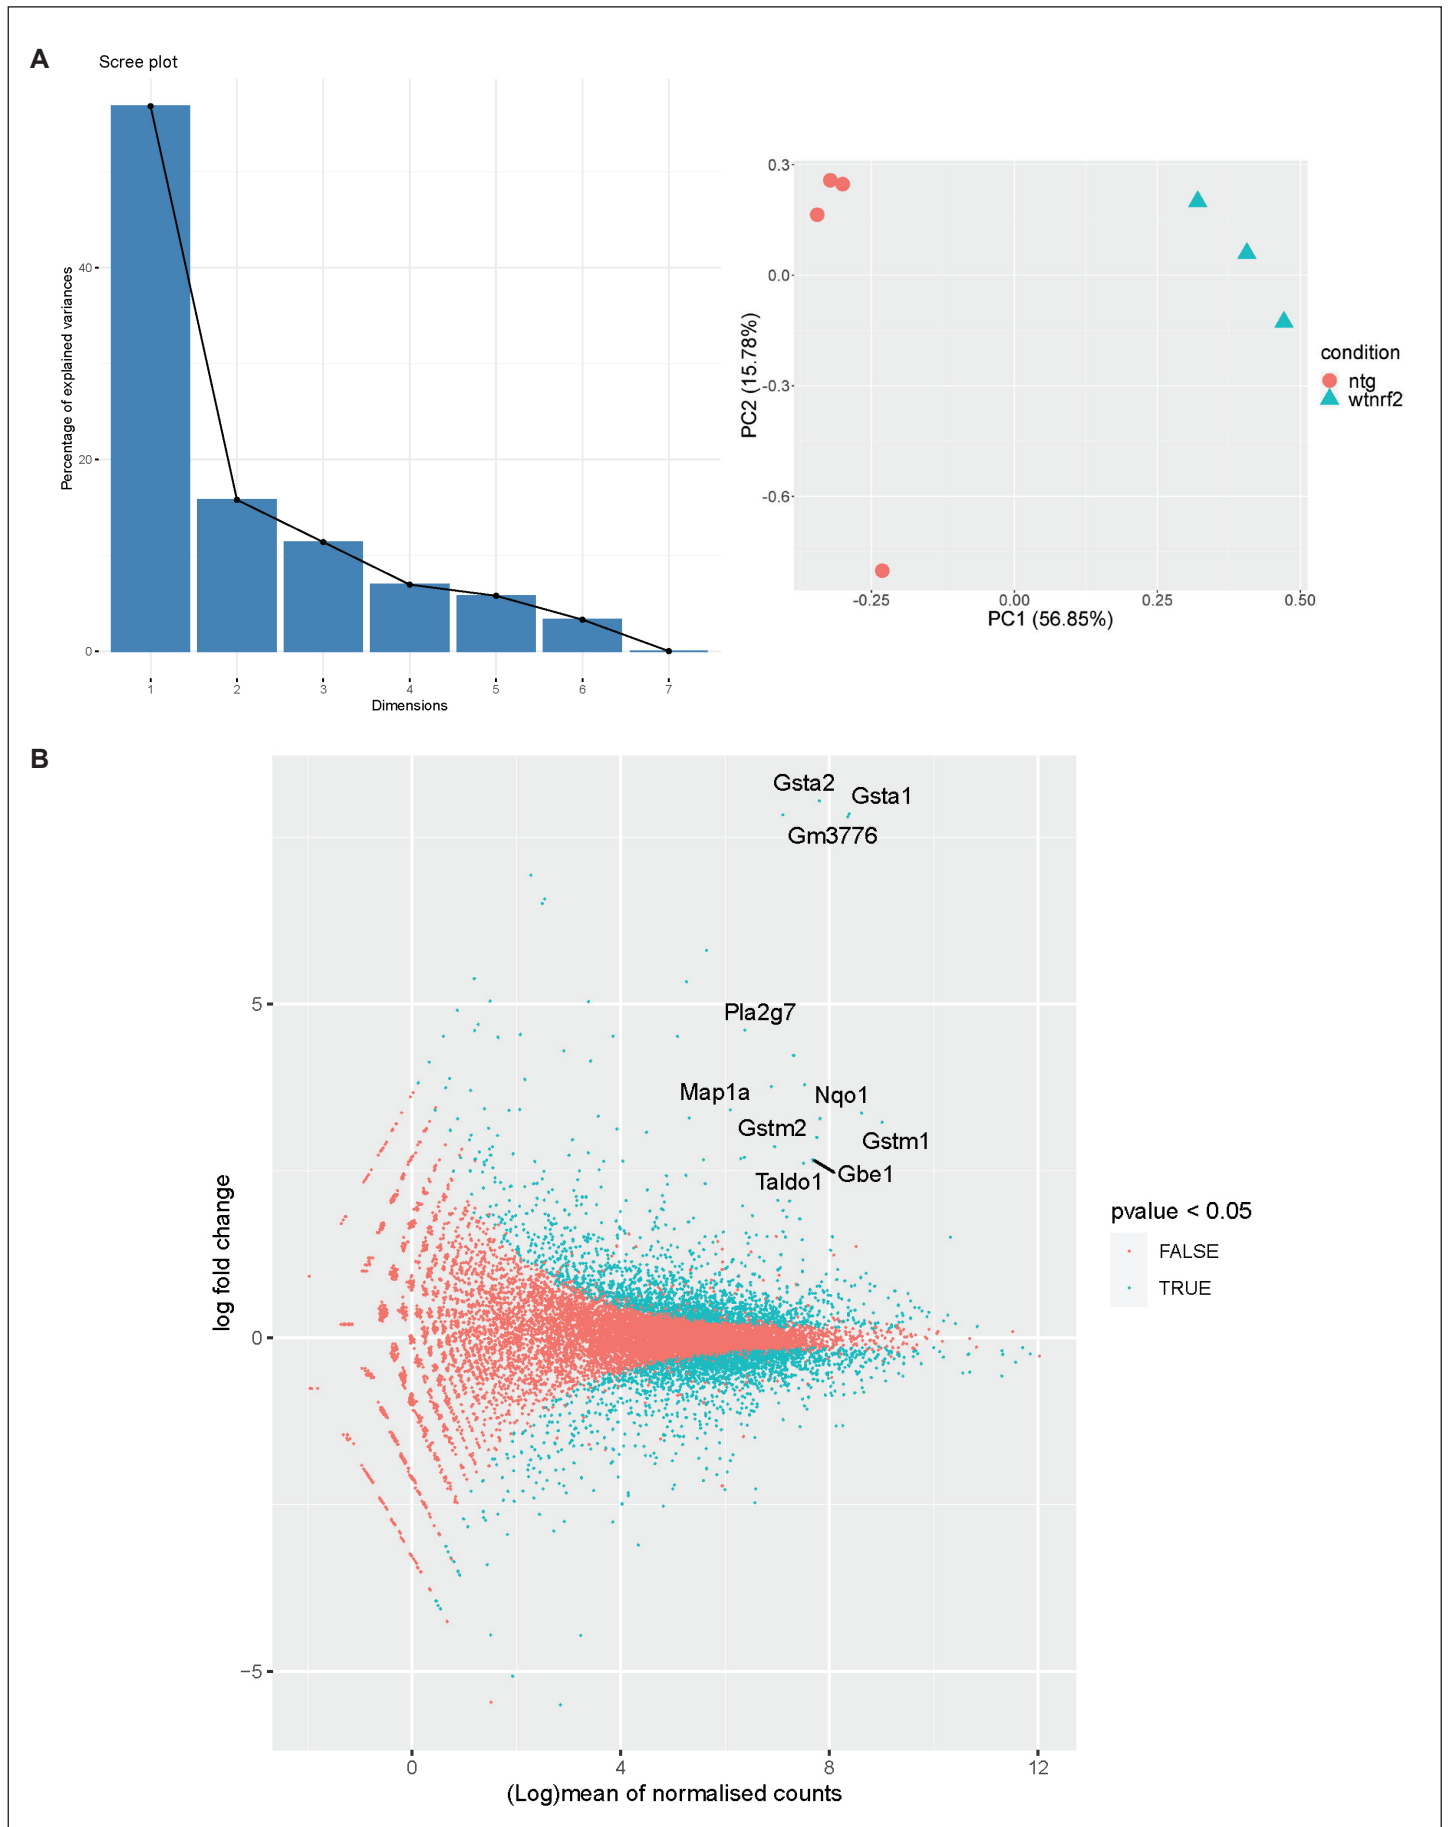

**Supplemental Figure S1: Quality control of RNA-Seq dataset and congruence of the biological samples.** **A** The optimal number of components were determined from scree plot. Y axis shows percentage variance each principal component (x axis) captured from the data **B** The first 2 principal components of the samples were plotted in 2-D graph. **C** Gene clusters in multidimensional plot shows the log fold change versus average expression of each gene in mNrf2-TG mice. Blue dots represent significant genes. Top 10 genes with the smallest p-value are labelled.

Supplemental Figure S2:

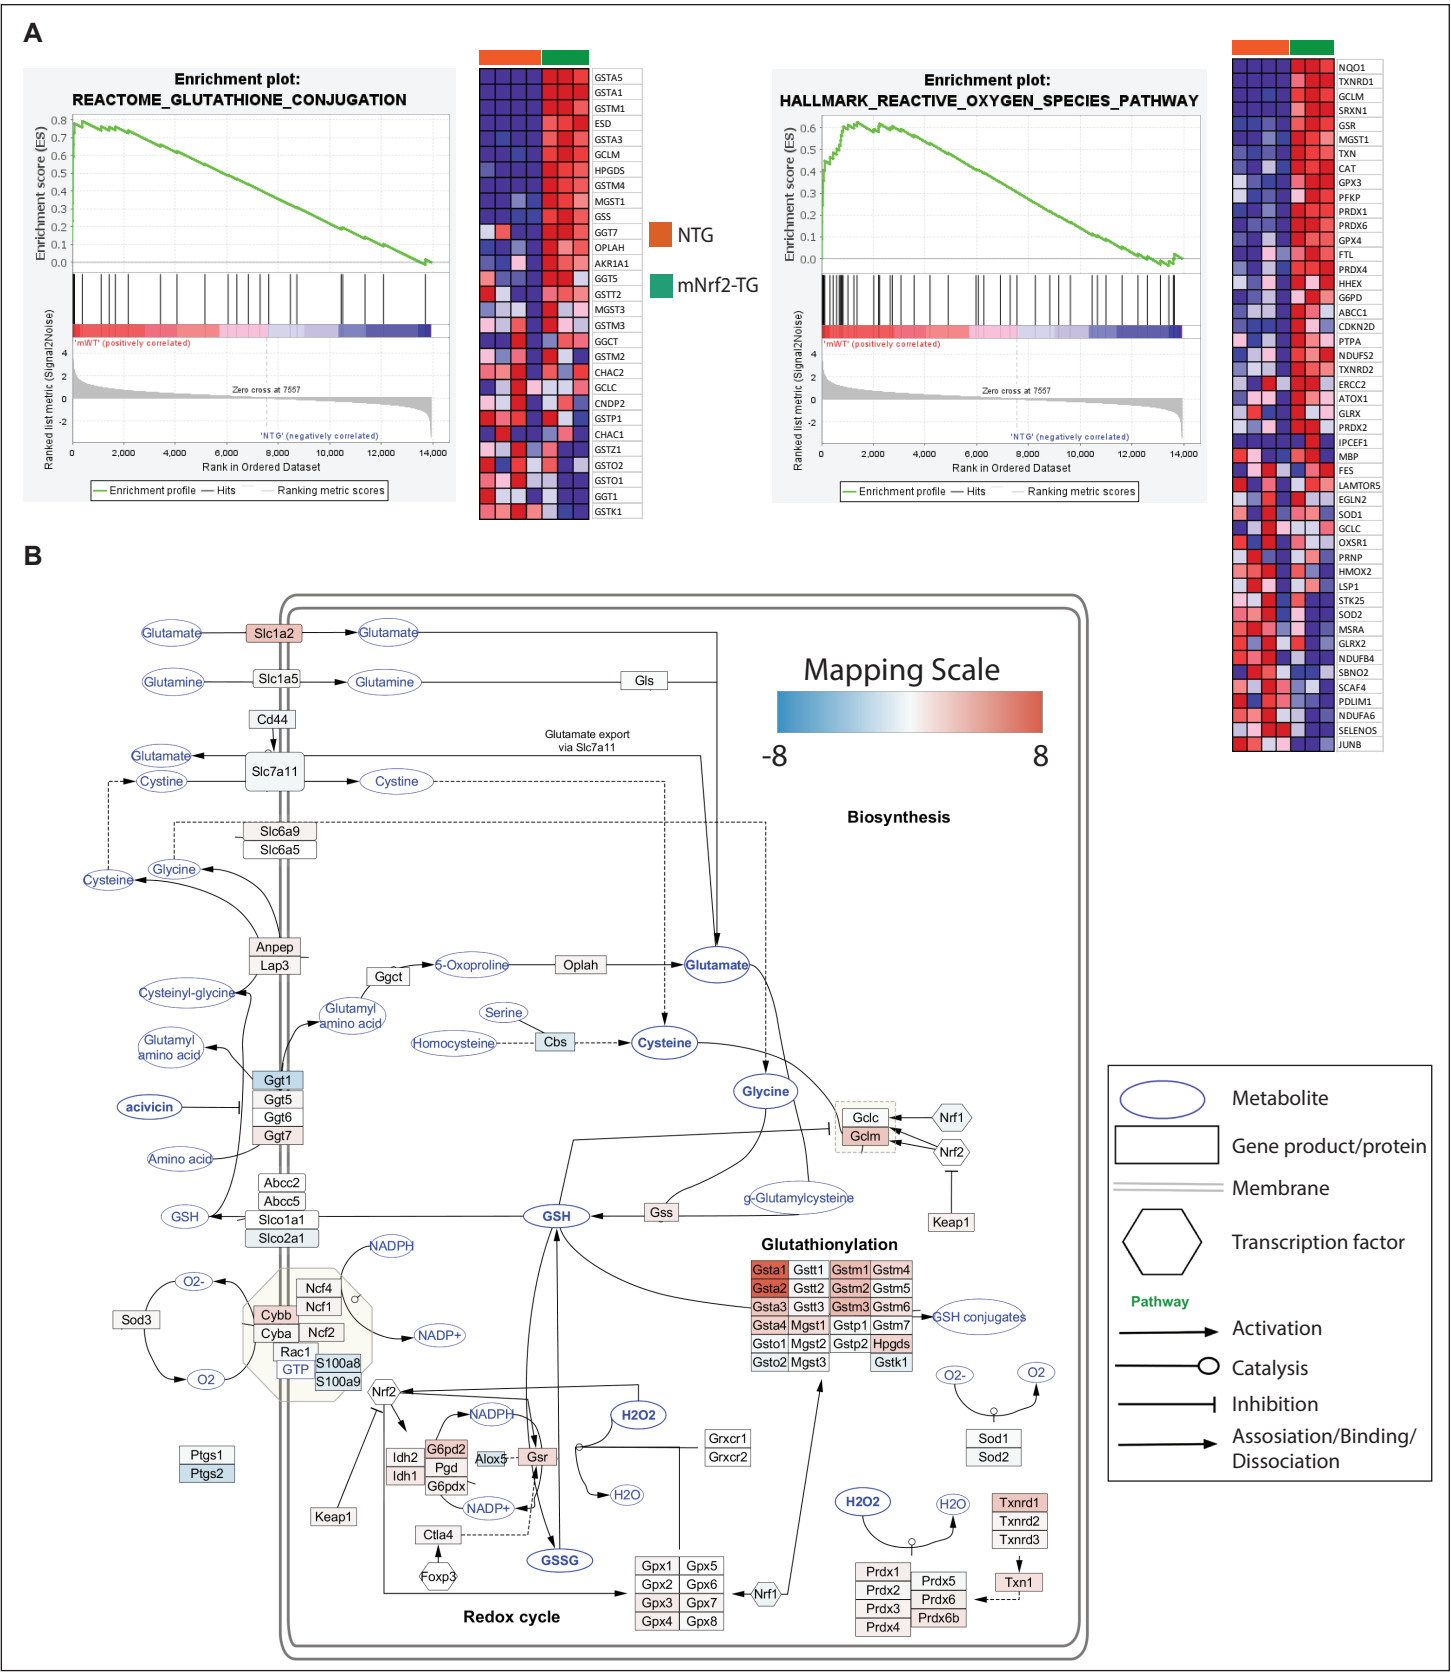

**Supplemental Figure S2: Extended pathway analysis.** **A** Enrichment plot and heatmap of gene expression for Reactive oxygen species pathway from Hallmark Band Glutathione conjugation pathway from reactome. **B** Overview of changes occurring in the Oxidative stress and redox pathway were mapped on wikipathways network (WP4466) using Cytoscape for visualization. Nodes represent proteins metabolites or small molecules, Edges (or lines) represent interactions and relationships between connected nodes. Metabolites (such as O<sub>2</sub>, H<sub>2</sub>O<sub>2</sub>, GSH etc) are represented in dark red. Enriched genes are scaled from red to blue, using Log2fold-change. Red represents upregulated genes and blue represents downregulated genes, and white indicates no change. B Validation of protein expression using western blot confirming the summary of changes in gene expression.

Supplemental Table S1:

**Supplemental Table S1:** Enrichment table of Wikipathways Nrf2 Network. Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List

Supplemental Table S1 (Contd):.

Supplemental Table S2:

**Supplemental Table S2:** Enrichment table of HALLMARK's Reactive oxygen species pathway. Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List

Supplemental Table S3:

**Supplemental Table S3:** Enrichment table of reactome Nrf2 Glutathione conjugation. Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List

Supplemental Table S4A

Supplemental Table S4B

**Supplemental Table S4: A** Complete list of real-time qPCR primer sequences  
**B** List of Primary Antibodies.

How the deposited data were processed for this re-analysis (not part of the article)

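RNA from the hearts of 4 NTG and 3 mNrf2-TG mice was sequenced as single reads of 50 bases from stranded libraries of poly(A)-selected RNA, with 1 library per mouse. The authors aligned the reads with Novoalign to chromosome and splice junction sequences, kept the best alignment of each read and counted reads per gene. The methods name hg19 in one place and mm10 (GRCm38) in another, and the text does not name the counting program or say whether the strand was used in counting. The authors' tables give counts without normalization, DESeq2 rlog values, and a DESeq2 comparison of mNrf2-TG with NTG. The rlog values are regularized log2 values that the authors made with DESeq2 from counts divided by size factors, and the comparison gives the authors' log2 fold changes with their standard errors. A signal column in that comparison, the mean over the 7 libraries of counts divided by DESeq2 size factors, was also made by the authors. The rlog values recomputed from the counts differed from the authors' by a median of 0.00229 and at most 0.0931. The adjusted p-values in the authors' comparison were, at the median, 1.203 times those of a Benjamini-Hochberg adjustment over the listed genes, and they were not used here.

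The table has 14665 entries, of which 14630 are protein-coding and 0 mitochondrial. Where 1 Entrez gene had several entries, 1 was kept, which removed 24 and left 14641 genes. A summed count above 1 was reached by 14637 genes, which were tested. Gene positions were taken from GENCODE M21 (GRCm38), which holds the identifiers of 14651 entries. Start and end in the authors' table equalled those of GENCODE M21 for 320 entries, so the positions in that table were not used. For 22 entries the symbol was taken from RefSeq.

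Between 6534684 and 8405857 reads per library were counted on the listed genes. At these totals a gene with a few counts per library carries no information on moderate changes, and 298 of the DEGs had a mean count under 10. Among the genes with the largest increases and decreases, one whose libraries in one group all had 3 counts or fewer was given a lower bound of its fold change, computed against 3 counts. These bounds cover counting error only.

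Conditions were taken from the genotype labels. The groups were compared in edgeR 4.0.16 under R 4.3.3 with TMM normalization and the quasi-likelihood test, without covariates, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. The standard error is the absolute Log2FC divided by the square root of the F statistic. DEGs were counted at an unadjusted p under 0.05 and a fold change above 2, the criteria of the paper, and also at an adjusted p under 0.05. The volcano thresholds were an unadjusted p under 0.0001 and a Log2FC beyond 2. On simulated data with 200 of 14637 genes changed by a Log2FC of 1.5, edgeR recovered 98.5% of the changed genes, and 7.08% of its calls were false. The changed genes were drawn from genes without low counts, and every gene was given the spread of the trend with expression level. The 98.5% therefore does not describe genes with few counts, smaller changes or a wider spread of their own.

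PCA was run on DESeq2 1.42.0 rlog values of the 500 most variable genes. Enrichment scores followed the GSEA running sum with weight 1 and the signal-to-noise metric, and were tested by exact permutation over the 35 splits of the libraries into 4 and 3, which cannot give a p under 0.0286. Members of the gene sets were matched to mouse genes by symbol or by a renamed ortholog. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and with fry. The p-values of camera and fry come from linear models and not from permutation. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the enrichment scores, tables and plots.

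The genes named are those that the paper names for the RNA sequencing, those of the heatmap in Fig. 4E with Myh6, and the 5 largest increases and 5 largest decreases with an adjusted p under 0.05, at least 10 counts in every library of the higher group and no overlap between the groups. Some of these are not reported here. Hspa1b, Rtn4, Sod2, Gstm7, Ifi213, Ifi208, Igtp and Irgm2 were added after the data were examined, as were the lists of interferon-stimulated and smooth muscle genes. The arms of the clock compared below were also not among the lists written beforehand. Genes named only as markers of a tissue, of the sex or of the clock belong to the lists used in those tests.

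Alternatives chosen before the data were examined were DESeq2's Wald test, limma-voom, DESeq2 size factors in edgeR, the library total alone as the scale, filterByExpr, a minimum of 10 counts in every library of one group, no filter, other inputs and scaling for PCA, other metrics and weights for the enrichment scores, members matched by the same symbol only, fry and an estimated correlation for gene lists, and leaving out each library in turn. Using all deposited entries, and computing enrichment scores on counts without normalization, were added after the data were seen. The lists for apoptosis, oxidative phosphorylation, central metabolism, cell cycle, immediate-early and heat shock genes, clock, red blood cells, atrium, adipose tissue and skeletal muscle were written before the data were examined. Libraries of CaNrf2-TG hearts, quantitative PCR, immunoblots, echocardiography, survival and glutathione measurements were not analysed here.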

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

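The tests of explanations in this part were chosen after the results were seen.

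NTG replicate 3 stood apart from the other NTG libraries. A library counted as apart when its gap to the nearest of the others, divided by the range of the 4 libraries, exceeded Dixon's 95% critical value. Of 97 values tested, 9 did, where chance gives 4.8. For Acta2 this ratio was 0.876, for Nppb 0.852, for Myh6 0.881, for Mafk 0.951 and for Gatad1 0.844, and in these 5 genes NTG replicate 3 was the library apart. It was also apart in the score on PC2, with a ratio of 0.936. Its normalized count was 7949 for Acta2, against 1027 to 1886 in the other NTG libraries, and 5428 for Nppb, against 680 to 1382. Exchange of this library with a transgenic one is argued against by its other genes. Of the 2950 genes called without NTG replicate 3, it lay nearer to the mNrf2-TG mean in 27.2%. RNA from a transgenic heart mixed into the library is argued against by the 22 genes more than 8-fold higher in mNrf2-TG. For each gene, the distance was taken from the mean of the other NTG libraries to the mNrf2-TG mean. NTG replicate 3 lay at a median of -0.12% of this distance in the 22 genes, at 115.0% for Nppb and at 103.9% for Acta2. The total of 7549166 counts lay inside the range of the other NTG libraries, which argues against library size. More vascular smooth muscle in the tissue is argued against by 6 other smooth muscle genes, whose median log2 ratio to the other NTG libraries was 0.18, and at most 0.33, beside 2.57 for Acta2. No biological explanation was tested, since the design names no difference among the NTG mice, and a difference in the state of this heart stays open.

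The other values with 1 NTG library apart were those of Gstm3 (0.853), Hdac9 (0.868) and Sod3 (0.943). The library apart was NTG replicate 4 for Gstm3 and Hdac9 and NTG replicate 1 for Sod3. At 4.8 values expected by chance, these need no explanation of their own, and none was tested.

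Large changes appeared in genes that the text of the paper does not discuss, several of which are labelled in Fig. 1F. Gm3776 had a Log2FC of 7.81. Asic2 was at least 7.63-fold higher in mNrf2-TG. Shisa6 was at least 9.94-fold lower, and the Log2FC was -2.84 for Cdh20, -2.75 for Dct and -2.73 for Syt12. In Gm3776 and the genes Gsta1, Gsta2 and Gsta5, which have similar Log2FC values, a median of 69.9% of the 50-base stretches occur in another of the 4 genes. Separate increases of these genes and reads shared among them cannot be told apart with these counts, because the reads themselves were not examined. A changed chromosome segment around Asic2, Shisa6, Cdh20, Dct and Syt12 could change neighbouring genes too. Among their 100 neighbours 16 were called, and 64.9% of 10000 random sets of 5 genes had as many. The set of genes in this test was reduced to these 5 after its value was first seen. What the test was taken to show was also restated then, because a segment with no other expressed variant would leave the neighbours unchanged. A change at the gene itself and a changed segment cannot be told apart for these 5 genes. The expression of Nrf2 in the transgenic hearts is the difference that the design names, and it stays open, as does the site of the transgene, which was not tested.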

How the results depend on the processing

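No paired analysis was possible because the replicate numbers of the NTG libraries (1 to 4) are not shared by the mNrf2-TG libraries (17 to 19). The difference of PC1 between the groups cannot pass 0.05 with a library left out, because the smallest exact p is then 0.1 or 0.0667.

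The number of DEGs was 827, and 539 when at least 10 counts were required in every library of one group, a filter that left 11906 genes to test. It ranged from 715 to 905 across the 7 fits that each left out a library. The number of genes at an adjusted p under 0.05 was 2519, from 2417 to 2655 under the alternatives that kept all libraries, and from 1373 to 2950 with a library left out. It was 1603 without NTG replicate 1, 1597 without NTG replicate 2, 1373 without mNrf2-TG replicate 17, 1496 without 18 and 1642 without 19, fits with fewer libraries. Of the hypertrophy genes 5 were called, 9 without NTG replicate 3 and 3 when any one of mNrf2-TG replicates 17, 18 and 19 was left out. The 5 were 2 higher and 3 lower, against 6 higher and 3 lower without NTG replicate 3, and 4 higher and 3 lower with the library total alone as the scale. PC1 held 68.15% of the variance, from 66.03% to 79.05% with a library left out, the highest without NTG replicate 3.

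Under every alternative, the number of genes past the volcano thresholds stayed within 1.5 times 57, the members called in the Nrf2 network within 1.5 times 38, those of the Hallmark set within 1.5 times 24 and those of the Reactome set within 1.5 times 16. The Log2FC of Nfe2l2 kept its direction and its call throughout. The list of immediate-early and heat shock genes did so as well.

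All 3 enrichment scores passed the exact test over the full set of libraries. With unweighted scores the Nrf2 network had 0.3163 (exact p = 0.0571) and glutathione conjugation 0.3901 (exact p = 0.0857). With the Log2FC as the metric the Nrf2 network had 0.5586 (exact p = 0.0857) and the Hallmark set 0.6189 (exact p = 0.0571). The cause was not tested.

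For oxidative phosphorylation the camera p was 0.00333, from 0.000947 to 0.1088 with a library left out, the highest without mNrf2-TG replicate 18. Under fry it was 0.05111, and 0.5067 with the correlation estimated. For the cell cycle the camera p was 0.00678, from 0.0005046 to 0.1058 with a library left out, again the highest without mNrf2-TG replicate 18. It was 0.3799 with the correlation estimated and 0.1094 with filterByExpr. Under fry it was 0.04332, from 0.0148 to 0.09292 with a library left out. The estimated correlations between genes, 0.376 and 0.156, are above the preset 0.01. The clock list had a camera p of 0.000378, and 0.08195 with the correlation estimated. The direction of the apoptosis list was reversed without NTG replicate 4 (camera p 0.8976) and without mNrf2-TG replicate 18 (0.9688). Its p ranged from 0.8159 to 0.9688 with a library left out and never passed 0.05.

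Some Log2FC values near 0 changed sign. Gclc had 0.013 with the library total alone as the scale and ranged from -0.134 to 0.069 with a library left out. Eif2ak3 ranged from -0.064 to 0.213 and Gstm7 from -0.062 to 0.082. None of these was called under any alternative.

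Beside Nfe2l2, 80 genes named in the text were followed through the alternatives. Of these, 55 kept their direction and their side of the threshold under every alternative, and 40 of the 55 were called. Over 1118 values of single genes under the alternatives, 1042 kept both, 55 lost the call, 14 gained it and 7 were reversed. Leaving out a library accounted for 50 of the calls lost, 8 of those gained and 6 of those reversed. All alternatives set before the data were examined gave a value, except that filterByExpr and the minimum of 10 counts removed some genes with low counts, and DESeq2 gave no adjusted p for Igtp and Irgm2, which counts as a lost call.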

Differences from the paper's values

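The enrichment score of glutathione conjugation (Reactome) was 0.8272 against the paper's 0.8, to which it rounds at the 1 decimal printed. It is listed because the gap exceeds the error set for the score, the jackknife standard error over the fits that leave out a library. Among the alternatives set before the data were examined, the gap was within this error with the Log2FC as the metric (0.8032), and without NTG replicate 4 (0.8141), mNrf2-TG replicate 18 (0.8184) or mNrf2-TG replicate 19 (0.8071). It was not with members matched by the same symbol only (0.8272) or without any one of the other libraries (0.8253 to 0.8358), which round to the paper's value as well. Unweighted scores (0.3901), the signed square root of F as the metric (0.8933) and filterByExpr (0.8549) gave values that do not. Counts without normalization, chosen after the values were seen, gave 0.8299, which also rounds to it. The same counts gave 0.6262 for the Hallmark set, which rounds to the paper's 0.626. For the Nrf2 network they gave 0.6312, further from the paper's 0.59 than the 0.6126 of normalized counts. The paper prints rank metrics of 0.109 for GSTM2 and 0.232 for GSTM3. On these counts Gstm2 and Gstm3, entered here for them, had 3.92 and 4.094. Both are members of the Nrf2 network and Reactome sets, where higher metrics raise the score, and not of the Hallmark set. The scores were not recomputed with the printed metrics.

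Other values lay within the limits set for a difference. The number of DEGs was 827, with 523 higher and 304 lower, against the paper's 680, 429 and 251. DESeq2's Wald test gave 669, with 419 and 250. PC1 and PC2 held 68.15% and 13.94% of the variance against the paper's 56.85% and 15.78%, and 57.67% and 15.95% with all genes entered.

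Several genes differed from the paper's statements. The paper groups Mafg with the downregulated Maf genes, though the value it prints for Mafg is positive, as was the Log2FC of 0.86 found here (adjusted p = 0.0114), and the 2 lie within the error. It lists Jun, Crebbp and Keap1 with little or no change in one place and an increase of Keap1 in another. Here Jun (Log2FC -0.45) and Crebbp (-0.38) were lower and Keap1 (0.49) higher at an adjusted p under 0.05, though Jun and Crebbp each lost this call in 4 of the 7 fits that left out a library. The paper gives Gstm6 and Gpx1 as unchanged. Here Gstm6 (1.07) and Gpx1 (0.30) were higher, and each lost its call in 4 of those 7 fits. The paper gives Gclc as upregulated, and its Log2FC was -0.02 (adjusted p = 0.954). No setting called it. The paper gives Gstk1 as the only class of glutathione transferases that was downregulated, and Gsto1 was lower as well (Log2FC -0.27, adjusted p = 0.0193), a call lost in 4 of the 7 fits. The paper gives Prdx5 among the upregulated peroxiredoxins, and its Log2FC was -0.10 (adjusted p = 0.331), called under no setting. The paper excepts Prdx2 from the increase, and it was called with DESeq2's Wald test, the library total alone as the scale, filterByExpr and the minimum of 10 counts (adjusted p from 0.0331 to 0.183 over all alternatives).

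The paper gives the heat shock genes Hspa1a, Dnajb1, Hsp90aa1 and Hsp90ab1 as downregulated. Their adjusted p-values were 0.0609, 0.0945, 0.167 and 0.0645. Each was called without NTG replicate 3, with 0.00174, 0.000511, 0.00935 and 0.00568, and Hsp90ab1 also with DESeq2's Wald test (0.0305). Their highest values over the alternatives were 0.179, 0.243, 0.414 and 0.209. The paper gives changes of Nppb, Acta2, Myh6 and Myh7 from RNA sequencing and also from quantitative PCR, which was not analysed here. By quantitative PCR it reports Nppb, Acta2 and Myh7 as higher and Myh6 as lower in mNrf2-TG. The values that follow are those of the sequenced libraries only. Nppb (adjusted p = 0.199) and Acta2 (adjusted p = 0.163) were called without NTG replicate 3, with 0.000202 and 0.000132, and Acta2 also with limma-voom (0.0461), while other alternatives reached 0.371 and 0.333. Myh6 (adjusted p = 0.222) and Myh7 (adjusted p = 0.757) were called under no setting. The paper gives most Gata genes as upregulated. Gata4 (Log2FC 0.30, adjusted p = 0.101) was called only without NTG replicate 4 (0.00946, with up to 0.209 under other alternatives), and Gata3, with at most 6 counts per library, under no setting. Gatad1 (Log2FC -0.11, adjusted p = 0.305), Gatad2a (-0.19, adjusted p = 0.36) and Gatad2b (-0.38, adjusted p = 0.0596) had lower means in mNrf2-TG. No Gata or Gatad gene of the heatmap was called higher over the 7 libraries, and Gata2 and Gata6 were called lower.

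The paper names mitochondrial energetics and the cell cycle among the pathways that its pathway analysis did not show as disrupted. With camera, the oxidative phosphorylation list was lower, with a p of 0.00333, and the cell cycle list higher, with a p of 0.00678. Under camera neither passed 0.05 with the correlation estimated or without mNrf2-TG replicate 18, and the cell cycle did not with filterByExpr (0.109). Under fry oxidative phosphorylation did not pass (0.0511), and the cell cycle did (0.0433). The fry p of the cell cycle ranged from 0.0148 to 0.0929 with a library left out, above 0.05 in 5 of the 7 fits, and was 0.0768 with filterByExpr.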

Other observations

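The tests in this part were chosen after the results were seen, with these exceptions. The counts over splits and the tests of the whole immediate-early and heat shock list and the whole clock list were planned beforehand. The plan raised the time of day of harvest but did not divide the clock genes into arms.

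The 7 libraries can be split into 4 and 3 in 35 ways. The real split gave more DEGs than any other, so 1 of 35 splits, itself, gave as many. The same held for the genes at an adjusted p under 0.05, the genes past the volcano thresholds, and the members called in the Nrf2 network, the Hallmark set, the Reactome set and the hypertrophy genes. The next largest counts came from setting NTG replicates 1, 2 and 4 against NTG replicate 3 and the mNrf2-TG libraries. They were 644 DEGs, 340 genes at an adjusted p under 0.05 and 16 past the volcano thresholds.

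A difference in sex between the groups is argued against by Ddx3y on the Y chromosome, which had at least 813 normalized counts in every library. A different time of day at harvest would move the arms of the clock in opposite directions. Instead Arntl, Npas2, Clock, Nfil3 and Cry1 had a median Log2FC of -0.52, and the 9 genes of the other arm one of -0.50, with all genes of both arms lower in mNrf2-TG. The clock list as a whole had a camera p of 0.000378 and a fry p of 0.00795. Why the list is lower was not tested further.

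The lower heat shock genes, Junb and Maff were part of a wider decrease. The list of 37 immediate-early and heat shock genes had a camera p of 4.84e-08, a fry p of 0.000777 and 0.00914 with the correlation estimated. Without the genes that the paper names it had 1.945e-06. A change of heat shock genes only is argued against by the immediate-early genes alone, with a camera p of 3.76e-05. The 6 other heat shock genes had 0.00392 and did not pass under fry (p of 0.0625). These genes respond within minutes to handling, so a difference at harvest may contribute, and a lower stress response in the transgenic hearts stays open. The order and timing of harvest were not analysed here.

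The interferon-stimulated genes had a median Log2FC of 0.24 without a shift as a list (camera p 0.221, fry p 0.62). Without mNrf2-TG replicate 18 the median was -0.43 and the list was lower under camera (0.00453) and not under fry (0.0692). Without replicate 17 or 19 it was higher under camera (0.00199 and 0.00357) and not under fry (0.352 and 0.358). An increase in replicate 18 alone is consistent with the value of -0.4322 without it. What this test was taken to show was reworded after its value was seen. Ifi213 and Ifi208, on chromosome 1, had Log2FC values of 4.96 and 3.07, and were called without replicate 18 (adjusted p = 7.01e-05 for Ifi213 and 0.000975 for Ifi208), which argues against that library as their source. Of the 20 genes next to Ifi208 6 were called, and next to Ifi213 7, and 12.1% of all genes had as many called neighbours as Ifi208. A segment of another strain and a change of these genes by the transgene cannot be told apart, since variants were not examined. Igtp (Log2FC 1.93 without replicate 18, adjusted p = 0.000146) and Irgm2 (0.73, adjusted p = 0.0102) have overlapping annotated spans and were also called without it. Over all 7 libraries the Log2FC was 4.23 for Igtp (adjusted p = 0.00852) and 2.86 for Irgm2 (adjusted p = 0.0269), so replicate 18 raised both values. Irgm2 lost its call without NTG replicate 1, 2 or 4 (adjusted p from 0.0605 to 0.0674) and with limma-voom (0.123).

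The lower oxidative phosphorylation genes had a median Log2FC of -0.11, beside -0.021 in random lists matched on expression level, transcript length and GC content, of which 2.14% were as extreme. The higher cell cycle genes had a median of 0.298, beside 0.057, and 0.01% of matched lists were as extreme, the smallest share that 10000 lists can give. Both values argue against a trend with these properties as the whole cause. The cell cycle median was 0.158 without mNrf2-TG replicate 18, a fit that was not compared with matched lists. The genes within each list are correlated, and with that correlation estimated neither list passed 0.05 (0.5067 and 0.3799), so chance variation between the libraries stays open.

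Higher Nppa could come from atrial tissue in the samples. Myl7, an abundant atrial transcript, had at most 0.908 normalized counts in mNrf2-TG, which argues against it. The list of 6 atrial genes, which holds Nppa, was higher with a camera p of 0.00267 and a fry p of 0.000812. The lists for red blood cells (0.3), adipose tissue (0.789) and skeletal muscle (0.153) showed no shift with camera. The fry p of the skeletal muscle list was 0.0415.

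The rank metrics printed in Tables S1 to S3 were compared with signal-to-noise ratios of the counts. For 143 of 147 members the ratio on counts without normalization equalled the table to the printed decimals, and for 0 the ratio on normalized counts did. This is consistent with a ranking on counts without normalization. For 3 of the other 4 entries, GSTM2, GSTM3 and GSTA5, the table equals the value of the mouse genes Gstm7, Gstm5 and Gsta2 and not that of the mouse genes of the same symbol. Several other genes share the values 0.109 and 0.232 at the printed decimals, which limits this reading for GSTM2 and GSTM3. The fourth entry, GSTA1, has 4.567 in the table against 4.954 for Gsta1, and no gene has that value. In the counts, Gstm7 did not differ (Log2FC 0.02, adjusted p = 0.908).

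Genes whose proteins the paper examined by immunoblot had these values. Rtn4 rose from 828 ± 69.8 normalized counts in NTG to 2845 ± 529 in mNrf2-TG (Log2FC 1.78, standard error 0.12, adjusted p = 2.12e-05). Sod2 had a Log2FC of -0.20 (adjusted p = 0.0468), a call lost in each of the 7 fits that left out a library (adjusted p from 0.0551 to 0.152).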
